# Magnesium deficiency prevents high-fat-diet-induced obesity in mice

**DOI:** 10.1007/s00125-018-4680-5

**Published:** 2018-07-09

**Authors:** Steef Kurstjens, Janna A. van Diepen, Caro Overmars-Bos, Wynand Alkema, René J. M. Bindels, Frances M. Ashcroft, Cees J. J. Tack, Joost G. J. Hoenderop, Jeroen H. F. de Baaij

**Keywords:** β-Adrenergic receptor, Brown adipose tissue, Energy homeostasis, Hypomagnesaemia, Lipid metabolism, Lipolysis, Magnesium, Obesity, White adipose tissue

## Abstract

**Aims/hypothesis:**

Hypomagnesaemia (blood Mg^2+^ <0.7 mmol/l) is a common phenomenon in individuals with type 2 diabetes. However, it remains unknown how a low blood Mg^2+^ concentration affects lipid and energy metabolism. Therefore, the importance of Mg^2+^ in obesity and type 2 diabetes has been largely neglected to date. This study aims to determine the effects of hypomagnesaemia on energy homeostasis and lipid metabolism.

**Methods:**

Mice (*n* = 12/group) were fed either a low-fat diet (LFD) or a high-fat diet (HFD) (10% or 60% of total energy) in combination with a normal- or low-Mg^2+^ content (0.21% or 0.03% wt/wt) for 17 weeks. Metabolic cages were used to investigate food intake, energy expenditure and respiration. Blood and tissues were taken to study metabolic parameters and mRNA expression profiles, respectively.

**Results:**

We show that low dietary Mg^2+^ intake ameliorates HFD-induced obesity in mice (47.00 ± 1.53 g vs 38.62 ± 1.51 g in mice given a normal Mg^2+^-HFD and low Mg^2+^-HFD, respectively, *p* < 0.05). Consequently, fasting serum glucose levels decreased and insulin sensitivity improved in low Mg^2+^-HFD-fed mice. Moreover, HFD-induced liver steatosis was absent in the low Mg^2+^ group. In hypomagnesaemic HFD-fed mice, mRNA expression of key lipolysis genes was increased in epididymal white adipose tissue (eWAT), corresponding to reduced lipid storage and high blood lipid levels. Low Mg^2+^-HFD-fed mice had increased brown adipose tissue (BAT) *Ucp*1 mRNA expression and a higher body temperature. No difference was observed in energy expenditure between the two HFD groups.

**Conclusions/interpretation:**

Mg^2+^-deficiency abrogates HFD-induced obesity in mice through enhanced eWAT lipolysis and BAT activity.

**Electronic supplementary material:**

The online version of this article (10.1007/s00125-018-4680-5) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Hypomagnesaemia (blood Mg^2+^ concentration <0.7 mmol/l) affects approximately 30% of individuals with type 2 diabetes [1, 2]. Hypomagnesaemia is an important risk factor for the development and progression of type 2 diabetes [3–5]. Low dietary Mg^2+^ intake and reduced serum Mg^2+^ concentrations have also been associated with obesity, although with conflicting results [1, 6–8]. Moreover, reduced blood Mg^2+^ levels have been correlated with elevated glucose and triacylglycerol concentrations in individuals with type 2 diabetes, suggesting that hypomagnesaemia is associated with insulin resistance and dyslipidaemia [1].

Mg^2+^ fulfils many roles including cell growth, membrane stability, enzyme activity and energy metabolism [9]. It is a cofactor for numerous enzymes, primarily because it stabilises ATP and facilitates phosphate transfer reactions [10, 11]. Mg^2+^ is essential for glycolysis and the citric acid cycle [12, 13]. Because Mg^2+^ is critical for insulin receptor tyrosine kinase activity, hypomagnesaemia has also been implicated in insulin resistance [14–16]. Recently, hypomagnesaemia in mice was shown to contribute to enhanced catabolism, but no in-depth metabolic phenotype analysis was performed [17].

In type 2 diabetes, restoring serum Mg^2+^ values by oral Mg^2+^ supplementation improves insulin sensitivity, decreases fasting glucose levels [18] and corrects the lipid profile [19–21]. Although Mg^2+^ is essential for key enzymes in lipid metabolism, including hepatic lipase and lecithin-cholesterol acyltransferase [22, 23], the effects of chronic Mg^2+^ deficiency on adipocyte function and lipid metabolism remain largely unknown.

In this study, we explored the role of Mg^2+^ in energy homeostasis, insulin sensitivity and lipid metabolism, by feeding mice a low-fat diet (LFD) or a high-fat diet (HFD) combined with low or normal Mg^2+^ for 17 weeks. The resulting metabolic effects were extensively characterised. Data were confirmed by an independent replication experiment.

## Methods

### Seventeen-week mouse study: Radboud university medical center

This study was approved by the animal ethics board of the Radboud University Nijmegen (RU DEC 2015-0073) and the Dutch Central Commission for Animal Experiments (CCD, AVD103002015239). Forty-eight male C57BL6/J mice (Charles River Laboratories, Sulzfeld, Germany), aged 9–10 weeks, were randomly allocated to four experimental groups of *n* = 12 mice. Experimental diets consisted of 10% or 60% energy from palm oil plus 0.03% or 0.21% wt/wt magnesium oxide. Researchers and animal caretakers were blinded for Mg^2+^ content. On days −1, 84 and 112, mice were housed individually in metabolic cages for 24 h. Blood was collected via cheek puncture at days −1, 28, 56 and 84. At weeks 14 and 15, ITT and GTT, respectively, were performed. After 17 weeks on the diets, mice were anaesthetised by 4% vol./vol. isoflurane and exsanguinated via orbital sinus bleeding. See electronic supplementary material (ESM) for full methods.

### Intraperitoneal insulin and glucose tolerance tests

After 14 weeks on the diets, mice underwent an intraperitoneal ITT. After 6 h of fasting, from 08:00 to 14:00, mice were injected with 0.75 U/kg body weight of human insulin (Novorapid, Novo Nordisk, Bagsværd, Denmark). Blood glucose levels were measured at 0, 20, 40, 60, 90 and 120 min. After 15 weeks on the diets, mice underwent an IPGTT. After an overnight fast, from 18:00 to 09:00, mice were injected with 2 g/kg body weight of d-glucose (Invitrogen, Bleiswijk, the Netherlands). Blood glucose was measured at 0, 15, 30, 60 and 120 min. See ESM for full methods.

### Quantitative real-time PCR

Total RNA was extracted using TRIzol reagent (Invitrogen, Paisley, UK), subjected to DNase (Promega, Fitchburg, WI, USA) treatment and measured using the Nanodrop 2000c spectrophotometer (Thermo Scientific, Waltham, MA, USA). RNA was reverse transcribed using Moloney murine leukaemia virus (M-MLV) reverse transcriptase (Invitrogen, Bleiswijk, the Netherlands). Gene expression levels were quantified by SYBR-Green (Bio-Rad, Veenendaal, the Netherlands) on a CFX96 real-time PCR detection system (Bio-Rad) and normalised for *Gapdh*. Primer sequences for *Acadl*, *Adrb3*, *Atgl* (also known as *Pnpla2*), *Cact*, *Cd36*, *Cpt1-l* (also known as *Cpt1a*), *Cpt1-m* (also known as *Cpt1b*), *Cpt2*, *Fbp1*, *G6pase* (also known as *G6pc*), *Gapdh*, *Glut1* (*also known as Slc2a1*), *Glut2* (also known as *Slc2a2*), *Glut4* (also known as *Slc2a4*), *Gs*, *Gyk*, *Hmgcs1*, *Hsl* (also known as *Lipe*), *Mgll*, *Pepck1*, *Pklr*, *Ppar-α* (also known as *Ppara*), *Ppar-γ* (also known as *Pparg*), *Srebp1* (also known as *Srebf1*) and *Ucp1* are provided in ESM Table 1.

### Histology

Epididymal fat and liver tissues were fixed in 10% vol./vol. neutral-buffered formalin (KLINIPATH, Duiven, the Netherlands) in PBS. Samples were dehydrated through alcohol, embedded in paraffin and cut into 4 μm sections. Sections were stained with H&E using standard procedures. The average cell size of 100–300 cells per mouse was determined manually using ImageJ software (v1.48, NIH, Bethesda, MD, USA, RRID:SCR_003070). Liver samples were snap frozen in liquid nitrogen, cut into 10 μm sections, stained with Oil Red O (Sigma-Aldrich, St. Louis, MO, USA) and counterstained with haematoxylin.

### RNA sequencing

Five randomly selected samples of each group were analysed, with no technical replicates, by RNA sequencing. Quality control and RNA sequencing were performed by the Beijing Genomics Institute (BGI), Hong Kong, China. Per sample, 13 million reads were sequenced using the Hiseq 4000 platform (Illumina, San Diego, CA, USA) using a 50 bp single-end module. Clean reads were mapped to *Mus musculus* transcriptome (GRCm38/mm10) using the HISAT/Bowtie2 tool (RRID:SCR_005476) [24, 25]. RSEM software v1.2.31 (RRID:SCR_013027) was used to quantify gene expression levels (fragments per kilobase million [FPKM] values) [26]. FPKM values were log_2_ transformed and further analysed in R (www.r-project.org, v3.4.1., RRID:SCR_001905). Heatmaps for individual GO terms were created using the ggplot2 library (r-project) [27]. See ESM for full method details.

### Analytical procedures

Serum Mg^2+^ was determined using a spectrophotometric assay at 600 nm (Roche/Hitachi, Tokyo, Japan) according to the manufacturer’s protocol. Liver samples were weighed and lysed in lysis buffer (10% wt/vol.) containing 50 mmol/l Tris-HCl pH 7.5, 1 mmol/l EGTA, 1 mmol/l EDTA, 1% vol./vol. Triton X-100, 10 mmol/l glycerophosphate, 1 mmol/l sodium orthovanadate, 50 mmol/l sodium fluoride, 10 mmol/l sodium pyrophosphate and 150 mmol/l sodium chloride. Triacylglycerol concentrations in serum and liver lysate were assayed using an enzymatic kit (Roche Molecular Biochemicals, Indianapolis, IN, USA), according to the manufacturer’s protocol. Serum NEFA (NEFA-C kit, WAKO Diagnostics, Delfzijl, the Netherlands), cholesterol (Human Diagnostics, Wiesbaden, Germany), glucose (Instruchemie, Delfzijl, the Netherlands), leptin (R&D Systems, Minneapolis, MN, USA) and adiponectin (R&D Systems, Minneapolis, MN, USA) concentrations were determined according to manufacturers’ protocols.

3-Methoxytyramine and normetanephrine were analysed by a 6490 LC-MS/MS (Agilent Technologies, Amstelveen, the Netherlands) after solid phase extraction (SPE) Oasis WCX μElution sample cleanup (Waters, Etten-Leur, the Netherlands). A calibration curve was used with 3-methoxytyramine-HCl and normetanephrine-HCl (Sigma-Aldrich, St. Louis, MO, USA) as calibrators. 3-Methoxytyramine-d_4_-HCl and normetanephrine-d_3_-HCl (Medical Isotopes, Pelham, NH, USA) were used as internal standards. An ethylene bridged hybrid (BEH) Amide 1.7 μm 100A, 2.1 × 100 mm column (Waters) was used as an analytical column.

### Nine-week replication mouse study: MRC Harwell Institute

All experimental procedures were conducted in compliance with the UK Animals Scientific Procedures Act (1986) and University of Oxford ethical guidelines. Thirty-nine male C57BL6/J mice (Medical Research Council [MRC], Harwell, UK) were randomly allocated to four groups of *n* = 10 mice (*n* = 9 in the low Mg^2+^[LowMg]-LFD group). At 8 weeks old, mice were put on experimental diets identical to the Radboud university medical center experiment for 9 weeks. At day 14, mice were housed individually in metabolic cages (Tecniplast, Buguggiate, Italy). Blood was collected via tail bleed at days −1 and 14. Respiration metabolic cages (TSE PhenoMaster Cages, Bad Homburg, Germany) were used at days 28 and 56 and body temperatures were measured by rectal probe (ATP-instrumentation, Ashby, UK). Data were averaged per hour and plotted from 18:30 to 09:30 h. See ESM Methods for full details.

### Lipolysis in 3 T3-L1 adipocytes

Differentiated 3 T3-L1 cells (mycoplasma-free, ATCC, Manassas, VA, USA) were incubated for 20 h in DMEM, containing 0 or 1 mmol/l MgCl_2_. Aliquots of 50 μl medium were taken hourly and heated for 8 min at 65°C. The concentration of NEFA was assessed using the WAKO NEFA-C kit (Instruchemie, Delfzijl, the Netherlands). See ESM Methods for full details.

### Statistics

For the animal experiments, a two-way ANOVA was used to look for a significant interaction effect between the two main variables (dietary fat and Mg^2+^ content). If there was none, significant differences between the groups were assessed using a two-way ANOVA approach with a Tukey’s multiple comparisons test. If the two-way ANOVA demonstrated a significant interaction effect between the two main variables, an unpaired multiple *t* test approach using the Holm–Sidak method for multiple comparisons was used. Statistical significance was determined using Graphpad Prism v7 (La Jolla, CA, USA, RRID: SCR_002798). For the lipolysis assays, an unpaired Student’s *t* test was used.

Differences with a *p* value of <0.05 were considered statistically significant. Results are presented as mean ± SEM.

## Results

### Low dietary Mg^2+^ intake reduces diet-induced obesity in mice

The mice were fed an LFD or HFD containing either a low (0.03% wt/wt) or normal (0.21% wt/wt) Mg^2+^ concentration for 17 weeks (Fig. 1a). There was no difference in body weight between low and normal Mg^2+^ groups on the LFD, but mice on the LowMg-HFD gained significantly less weight than those on the normal Mg^2+^(NormMg)-HFD (47.00 ± 1.53 g vs 38.62 ± 1.51 g in mice given a NormMg-HFD and LowMg-HFD, respectively, *p* < 0.05, Fig. 1a,b). The lower body weight of the LowMg-HFD group could not be explained by differences in dietary intake, as shown by similar food intake and faeces production between the two HFD groups (Fig. 1c,d). There was also no difference in water intake or urinary volume between the HFD groups (Fig. 1e,f). Hypomagnesaemia was detected in both the LowMg groups, but was significantly more pronounced in mice that were concomitantly fed an HFD (Fig. 1g).

**Fig. 1:**
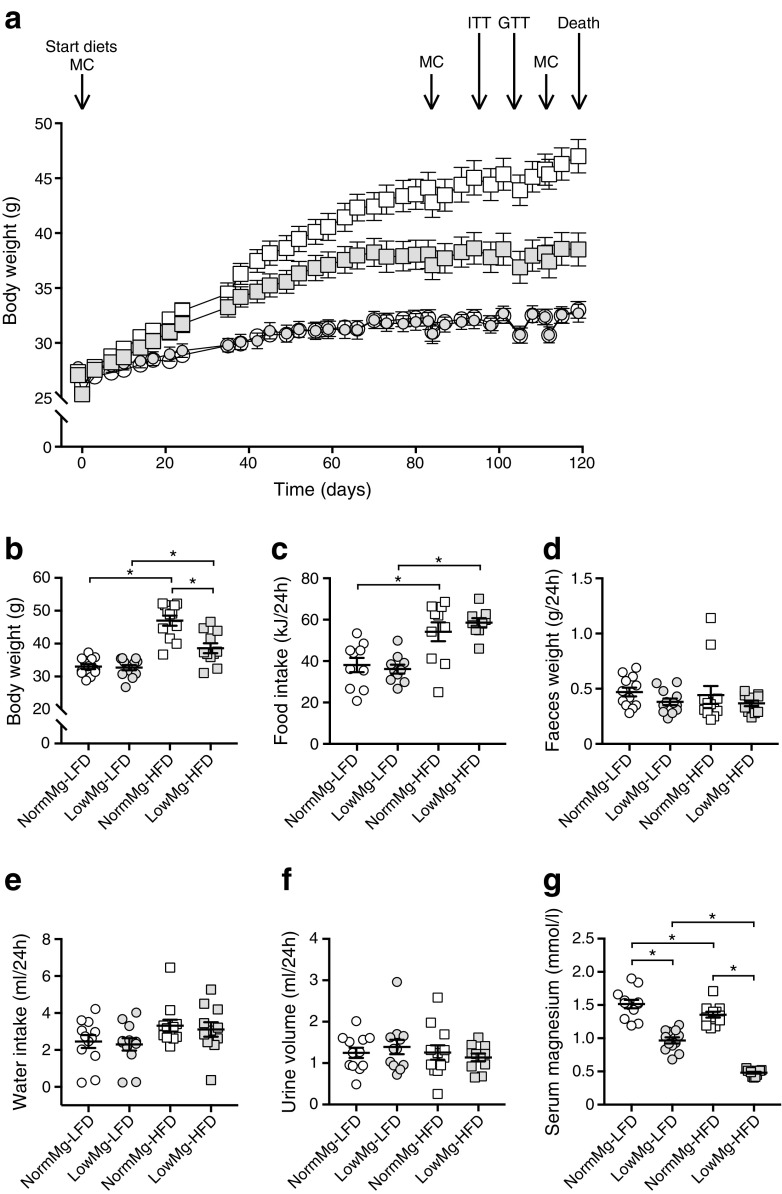
Low dietary Mg^2+^ intake reduces diet-induced obesity in mice. Adult mice (*n* = 12 mice per group, *n* = 11 mice for the LowMg-HFD group) were fed a diet with either an LFD or an HFD, combined with a normal or low Mg^2+^ concentration, for 17 weeks. (**a**) Body weight, determined twice weekly. Arrows indicate experimental interventions: metabolic cage (MC), ITT and GTT. (**b**) The body weight of mice at week 17 (the end of the experiment). (**c**) Food intake, (**d**) total faeces weight, (**e**) water intake (two-way ANOVA for dietary fat effect *p* < 0.05) and (**f**) urine production determined over a period of 24 h, using metabolic cages, at week 16. (**g**) Serum Mg^2+^ levels at death. NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. *p < 0.05 for the comparisons shown

### Reduced diet-induced obesity in Mg^2+^-deficient mice is accompanied by improved insulin sensitivity

To explore glucose metabolism in more detail, beta cell function and insulin sensitivity were determined by IPGTT and IPITT. In the IPGTT (a measure for beta cell dysfunction and insulin resistance), glucose clearance was reduced in both HFD groups (Fig. 2a). Glucose clearance was not significantly different between NormMg-HFD-fed mice and LowMg-HFD-fed mice (2.58 ± 0.08 vs 2.26 ± 0.13 mol/l × min in NormMg-HFD- and LowMg-HFD-fed mice, respectively, *p =* 0.07, Fig. 2c). LowMg-HFD-fed mice required significantly less insulin than NormMg-HFD-fed mice to clear the glucose, consistent with LowMg-HFD-fed mice being more insulin sensitive (Fig. 2b). Fasting blood glucose and insulin concentrations were significantly increased in the HFD-fed mice, in accordance with the increased body weight (Fig. 2d,e). Compared with the NormMg-HFD-fed mice, fasting blood glucose was lower in the LowMg-HFD-fed mice (Fig. 2d). The effect of dietary Mg^2+^ on fasting insulin was not statistically significant (Fig. 2e, two-way ANOVA for dietary Mg^2+^ effect, *p* = 0.07).

**Fig. 2:**
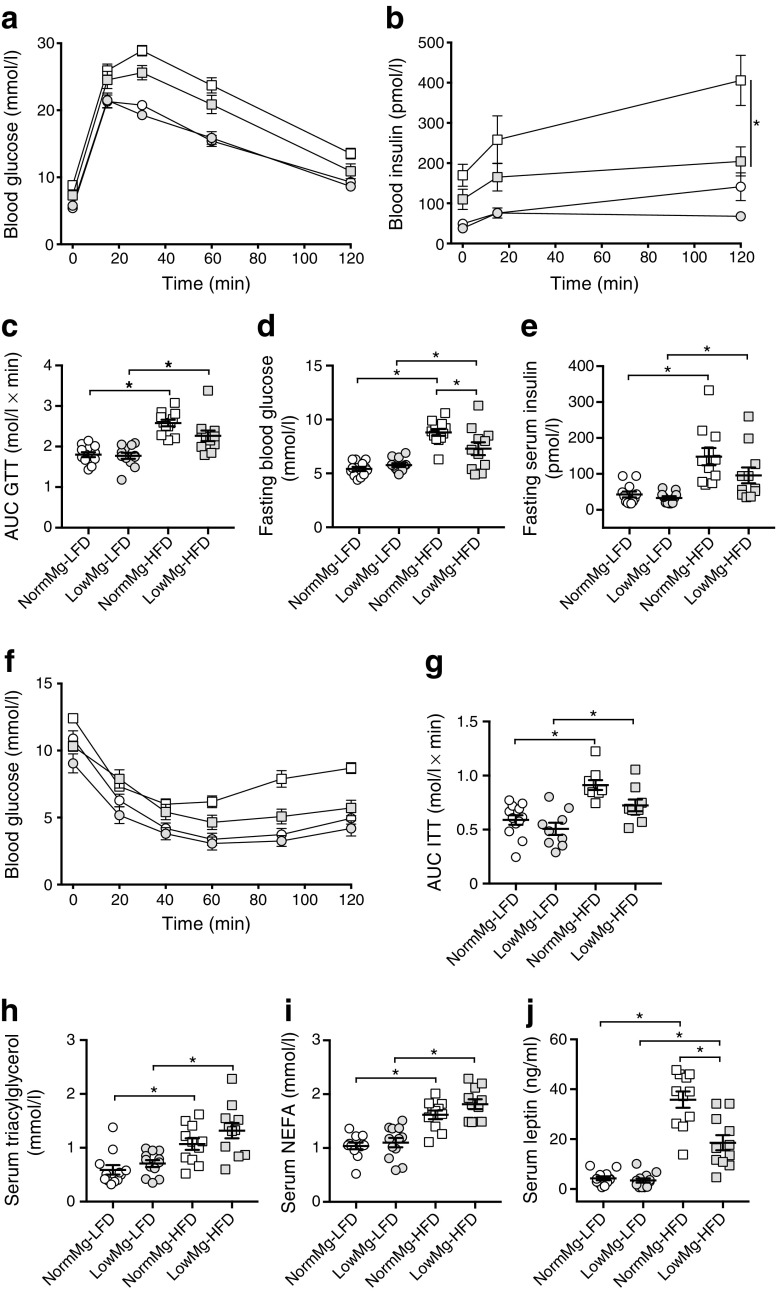
Reduced diet-induced obesity in Mg^2+^-deficient mice is accompanied by high triacylglycerol levels and improved insulin sensitivity. (**a**) Glucose clearance determined by IPGTT at week 15. (**b**) Serum insulin measured at 0, 15 and 120 mins of the GTT. (**c**) AUC determined between 0 and 120 min. (**d**) Fasting blood glucose and (**e**) serum insulin measured during the GTT. (**f**) Blood glucose measured during an IPITT at week 14 (*n* = 9 mice per group, *n* = 12 for the NormMg-LFD. (**g**) AUC determined between 0 and 120 min (two-way ANOVA for dietary Mg^2+^ effect, *p* < 0.05). Non-fasted serum (**h**) triacylglycerol, (**i**) NEFA and (**j**) leptin concentrations at death (*n* = 12 mice for both LFD groups, *n* = 11 mice for both HFD groups). NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. *p < 0.05 for the comparisons shown

Both HFD-fed groups demonstrated increased insulin resistance in the ITT compared with their respective controls (Fig. 2f,g). Low dietary Mg^2+^ content resulted in a significantly lower AUC of the ITT (Fig. 2g, two-way ANOVA for dietary Mg^2+^ effect *p* < 0.05). In the LowMg-HFD group compared with the NormMg-HFD-fed mice, the AUC of the ITT was not significantly different (0.91 ± 0.05 vs 0.72 ± 0.05 mol/l × min in NormMg-HFD-fed and LowMg-HFD-fed mice, respectively, Tukey’s test *p* = 0.07, Fig. 2f,g).

Insulin resistance is often accompanied by hyperlipidaemia, in particular, high triacylglycerol and NEFA levels. As expected, the HFD-fed mice had higher serum triacylglycerol and NEFA levels than LFD-fed mice (Fig. 2h,i). Interestingly, despite their lower body weight and increased insulin sensitivity, LowMg-HFD-fed mice also had high serum triacylglycerol and NEFA (Fig. 2h,i). In contrast, serum leptin levels correlated with body weight; hence, reduced leptin levels were observed in the LowMg-HFD-fed mice compared with NormMg-HFD-fed mice (Fig. 2j). No difference between the two HFD groups was observed in serum adiponectin and cholesterol (ESM Fig. 1a,b).

### Mg^2+^ deficiency prevents diet-induced hepatic lipid storage

Liver function is often impaired in type 2 diabetes as a consequence of insulin resistance and hepatic steatosis [28]. Feeding mice a NormMg-HFD resulted in a significantly heavier liver. However, this effect was abrogated in mice fed a LowMg-HFD (Fig. 3a). In Mg^2+^-deficient mice, the HFD did not increase liver triacylglycerol content (Fig. 3b). In line with the triacylglycerol measurements, H&E and Oil Red O staining showed reduced hepatic lipid accumulation in the Mg^2+^-deficient HFD-fed mice (Fig. 3c,d, respectively). Hepatic mRNA expression of *Cd36*, a long-chain fatty acid transporter, was reduced in the LowMg-HFD-fed mice compared with the NormMg-HFD-fed mice (ESM Fig. 2a). Low dietary Mg^2+^ increased hepatic mRNA expression of sterol regulatory element-binding protein 1c (*Srebp1c*), which is involved in cholesterol and fatty acid metabolism, and phosphoenolpyruvate carboxykinase 1 (*Pepck1*), essential for gluconeogenesis, glyceroneogenesis and fatty acid re-esterification (ESM Fig. 2b,c, two-way ANOVA for dietary Mg^2+^ effect *p* < 0.05). No differences were observed between the two HFD-fed groups in the expression of key genes involved in hepatic glycolysis, ketogenesis and β oxidation (ESM Fig. 2d–l).

**Fig. 3:**
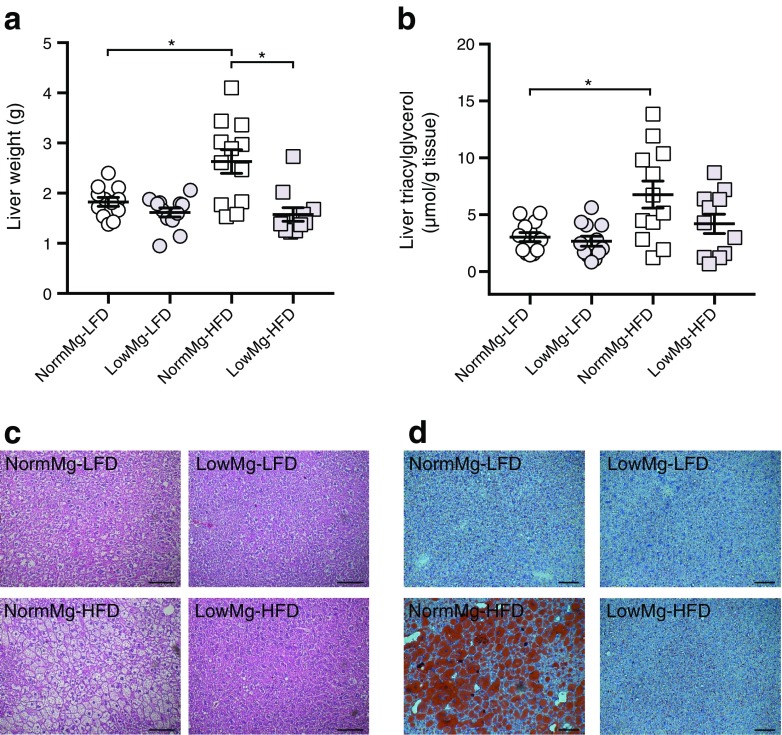
Mg^2+^ deficiency prevents diet-induced hepatic lipid storage. Liver (**a**) weight and (**b**) triacylglycerol content at death (17 weeks, *n* = 12 mice per group, *n* = 11 mice for the LowMg-HFD group). Representative images of livers stained with (**c**) H&E or (**d**) Oil Red O. Scale bars, 100 μm. NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach was used to determine statistical significance, respectively. *p < 0.05 for the comparisons shown

### Reduced adipose tissue mass in Mg^2+^-deficient HFD-fed mice is associated with increased mRNA expression of lipolysis genes

Our results show that mice fed a LowMg-HFD diet exhibit reduced body weight and high triacylglycerol levels compared with their NormMg-HFD-fed littermates. Interestingly, the LowMg-HFD group had decreased mass of epididymal and inguinal white adipose tissue (eWAT and iWAT, respectively) (Fig. 4a,b), which may point towards defective lipid handling in white adipose tissue (WAT). The HFD increased adipocyte size (Fig. 4c,d), but no significant difference was observed between the two HFD groups (Fig. 4c,d). Nevertheless, quantitative PCR showed that mRNA expression of *Srebp1c*, *Pepck1* and genes involved in β oxidation was increased in the eWAT of the LowMg-HFD group compared with the NormMg-HFD group (ESM Fig. 3a–f).

**Fig. 4:**
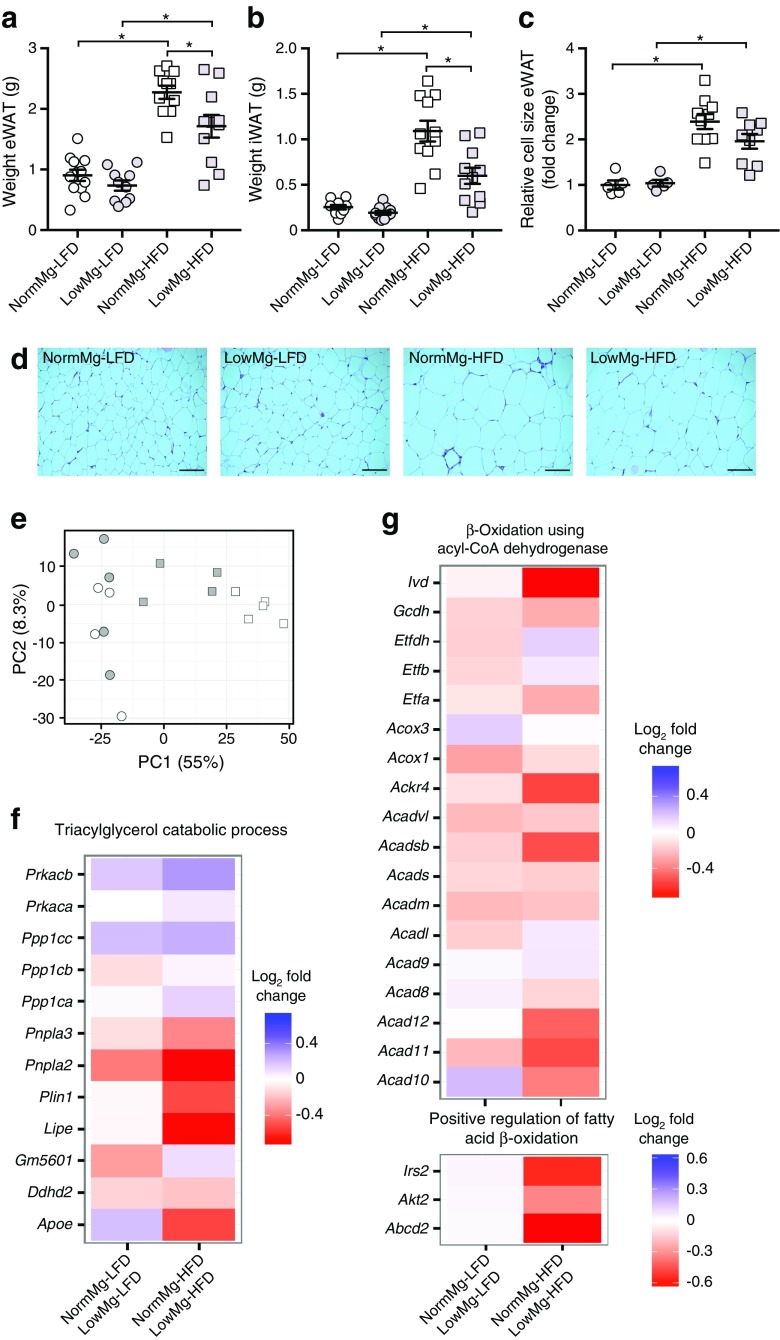
Reduced adipose tissue mass in Mg^2+^-deficient HFD-fed mice is associated with increased mRNA expression of lipolysis genes in eWAT. Weight of (**a**) eWAT, (**b**) iWAT and (**c**) eWAT cell size at death (17 weeks, *n* = 12 mice per group, *n* = 11 mice for the LowMg-HFD group). NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach was used, respectively, to determine statistical significance. (**d**) Representative images of H&E stained eWAT. Scale bars, 100 μm. (**e**) Principal component (PC) analysis of RNA sequencing on eWAT. NormMg-LFD (white circles, *n* = 4), LowMg-LFD (grey circles, *n* = 5), NormMg-HFD (white squares, *n* = 5), LowMg-HFD (grey squares, *n* = 4). The percentages on the *x*-axis and *y*-axis indicate the total percentage of variance explained by the first two principal components, respectively. GO term analyses of the pathways (**f**) ‘triacylglycerol catabolic process’ and (**g**) ‘β-oxidation using acyl-CoA dehydrogenase’; and ‘positive regulation of fatty acid β-oxidation’. Gene expression changes are presented as log_2_ fold change with the NormMg^2+^ diet as reference, so that a negative value (in red) indicates a decrease in expression in the NormMg^2+^ vs LowMg^2+^ groups. *p < 0.05 for the comparisons shown

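RNA from eWAT taken after 17 weeks on the diets was sequenced by the authors, with 1 library per mouse. Values are given for NormMg-LFD mice (n = 4, replicates 2 to 5), LowMg-LFD mice (n = 5), NormMg-HFD mice (n = 5) and LowMg-HFD mice (n = 5). The low Mg2+ diets held 0.03% (wt/wt) MgO and the normal Mg2+ diets 0.21%, and fat gave 10% of the energy of the LFD and 60% of that of the HFD. The number of reads per mouse ranged from 12986622 to 13021703 (median 13007447.5) on the NormMg-LFD and from 13004565 to 13018020 (median 13011905) on the LowMg-LFD. It ranged from 13016685 to 13025644 (median 13020861) on the NormMg-HFD and from 12986441 to 13027028 (median 13021239) on the LowMg-HFD, so that depth was even across the groups. Between 86.12% and 90.41% of the reads of a mouse were mapped. The authors mapped the reads to the mouse transcriptome (GRCm38/mm10) and deposited the expression of each gene as FPKM from RSEM v1.2.31, that is, fragments scaled for transcript length and for the number of mapped reads. These values carry no read count per gene, so the counting error behind a single value is unknown.

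From there, 1 was added to each FPKM value and log2 was taken, without further scaling between mice. Genes were tested when their mean FPKM was over 8 in a diet group and their FPKM was over 8 in at least 4 mice of that group, which kept 8336 of 24237 genes over all 19 samples. The 4 groups were fitted together in limma with an intensity trend, and p values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The paper reports 4 LowMg-HFD mice, having left out a mouse for pancreatic tissue. Values over the paper's 18 samples are therefore given first, without LowMg-HFD replicate 4 and with log2(FPKM + 1) over 3 in place of FPKM over 8, which kept 8808 genes. This choice of mouse and filter was made after the data were seen, and the main values over all 19 samples follow, while some group means and counts are given over 18 samples alone.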

To determine the consequences of low Mg^2+^ on lipid metabolism, we performed RNA sequencing on eWAT. 

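Principal components were computed on log2(FPKM + 1) of the genes tested, centred and not scaled. Over the paper's 18 samples, PC1 held 54.7% of the variance and PC2 8.3%. The mean PC1 score was 38.1 ± 7.28 (SD, n = 5) in NormMg-HFD mice and 7.62 ± 14.8 (SD, n = 4) in LowMg-HFD mice. The highest LowMg-HFD mouse, at 21.2, lay below the lowest NormMg-HFD mouse, at 28.6. The mean was -23.2 ± 4.86 (SD, n = 4) in NormMg-LFD mice and -25.6 ± 6.01 (SD, n = 5) in LowMg-LFD mice. Low Mg2+ moved PC1 by -30.4 on the HFD (exact two-sided permutation test, p = 0.00794, the smallest that 4 mice against 5 allow; adjusted over 4 comparisons, 0.0318), and over the alternatives tried the exact p stayed between 0.00794 and 0.0238. On the LFD it moved PC1 by -2.37, less than the spread between mice (exact two-sided permutation test, p = 0.611; adjusted, 0.611). On PC2, the shifts were 6.85 on the HFD (exact two-sided p = 0.0476, adjusted 0.0952) and 9.82 on the LFD (exact two-sided p = 0.373, adjusted 0.497).

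Over all 19 samples, PC1 held 51.5% and PC2 8.37% of the variance. The PC1 shift by low Mg2+ was -31.6 on the HFD, with all 5 LowMg-HFD mice below every NormMg-HFD mouse (exact two-sided permutation test, p = 0.00794; adjusted, 0.0318). It was -2.27 on the LFD (exact two-sided permutation test, p = 0.611; adjusted, 0.815). With LowMg-HFD replicate 4, which lay at -24.7 on PC2, the PC2 shift on the HFD was -0.433 (exact two-sided p = 0.992, adjusted 0.992), so that the shift of 6.85 rested on leaving out this mouse, and on the LFD it was 10.3 (exact two-sided p = 0.278, adjusted 0.556). The shift on the HFD minus that on the LFD was -29.4 (exact two-sided permutation of the Mg2+ labels within each fat level, 31752 arrangements, p = 0.0185). Such a permutation tests for no effect of Mg2+ at either fat level, so it cannot by itself show that the effects differ. Scaling the genes to unit variance moved the share of PC1 most, to 33.5%, and the PC1 shift on the LFD turned to 0.202 with genes over 1 FPKM tested and to 0.938 without LowMg-LFD replicate 1.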

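At the level of single genes, 1411 of 8808 genes differed between LowMg-HFD and NormMg-HFD mice over the paper's 18 samples, 479 higher and 932 lower in LowMg-HFD mice. Including LowMg-HFD replicate 4, 1542 of 8336 genes differed, 465 higher and 1077 lower, and 1218 genes were called both ways. Among the settings that kept every mouse, testing all genes moved the count most, to 1235, and testing genes over 1 FPKM gave 1679. Without NormMg-HFD replicate 3 it was 945. The balance of directions depended on scaling: 69.8% of the calls were lower in LowMg-HFD mice with FPKM as deposited, 56.7% with each mouse centred on its median and 52.8% with quantile normalization. In 1486 of the 8808 genes (16.9%) over 18 samples the values of the LowMg-HFD and NormMg-HFD mice did not overlap, against 1.59% by chance, and in 1064 of the 8336 genes (12.8%) over 19 samples, against 0.794% by chance.

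Between LowMg-LFD and NormMg-LFD mice 0 genes passed the threshold in either set of samples. At an unadjusted p under 0.05 there were 662 genes (7.52%) over 18 samples and 547 (6.56%) over 19. The effect of Mg2+ differed between the fat levels, by the interaction term, in 35 genes over 18 samples and in 104 over 19, with 29 in both. The count of 104 rested on single mice, since it lay between 0 (for example without LowMg-HFD replicate 3, with 1445 genes at an unadjusted p under 0.05) and 476 (without LowMg-HFD replicate 2) when each mouse was left out.

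Among genes past the threshold whose values did not overlap between the HFD groups over 19 samples, the largest rises in LowMg-HFD mice included Cyp2e1, Cfd, Agt and Timp4. Cyp2e1 (ENSMUSG00000025479.9, chromosome 7 from 140764481 to 140769185 in GRCm38), a cytochrome P450, had an FPKM of 625.4 ± 345.5 (SD, n = 4) in LowMg-HFD and 120.45 ± 63 (SD, n = 5) in NormMg-HFD mice over 18 samples. By limma, the log2 fold change was 2.36 (SE 0.45, adjusted p = 0.0047), and 2.42 (SE 0.42, adjusted p = 0.00207) over 19 samples. The adjusted p lay between 0.000795 and 0.0116 over 20 alternatives. Over 18 and 19 samples the log2 fold changes were 2.14 and 2.12 for Cfd, 1.93 and 2.03 for Agt, and 1.46 and 1.47 for Timp4. The largest falls were in Tph2, Timp1, Spp1, Atp6v0d2 and Trem2. Tph2 (ENSMUSG00000006764.8, chromosome 10 from 115174080 to 115175558), a tryptophan hydroxylase, had an FPKM of 5.03 ± 5.31 (SD, n = 4) in LowMg-HFD and 34.2 ± 8.31 (SD, n = 5) in NormMg-HFD mice. The limma log2 fold change was -2.89 (SE 0.37, adjusted p = 0.00156) over 18 samples and -2.79 (SE 0.35, adjusted p = 0.000661) over 19, with an adjusted p between 1.15e-05 and 0.00915 over 20 alternatives. The other falling genes had log2 fold changes over 18 and 19 samples of -2.68 and -2.64 (Timp1), -2.42 and -2.32 (Spp1), -1.98 and -2.28 (Atp6v0d2), and -1.81 and -2.04 (Trem2).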

A principal component analysis using the log_2_ transformed expression values shows that the samples from both LFD groups cluster closely together, indicating the absence of a strong Mg^2+^ effect, whereas there is a clear separation of NormMg-HFD vs LowMg-HFD gene expression profiles (Fig. 4e). To investigate the effect of Mg^2+^ on specific biological pathways, the fold changes for groups of genes belonging to the same gene ontology (GO) were analysed. GO term analysis indicated that processes associated with adiposity (e.g. inflammation) were downregulated in LowMg-HFD-fed vs NormMg-HFD-fed mice, in accordance with decreased adipose tissue mass (ESM Table 2). 

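The GO annotation of the deposited gene table was used to group the genes tested, keeping processes with at least 3 genes. Over the paper's 18 samples 26 of 4027 processes passed the threshold in limma's camera, a test of a group of genes against all others with a preset correlation of 0.01 between genes, 7 higher and 19 lower in LowMg-HFD than in NormMg-HFD mice. At an unadjusted p under 0.05 there were 456. In all 19 samples 32 of 3898 processes passed, 6 higher and 26 lower. Of these calls, 22 over 18 samples and 29 over 19 held under fry, which keeps the correlation found in the samples. Fry called many more processes, 147 higher and 427 lower over 18 samples and 122 higher and 629 lower over 19. Without NormMg-HFD replicate 3, the count by camera fell to 19.

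The genes of the process inflammatory response had a mean log2 fold change of -0.28 over 18 samples (88 genes, adjusted p = 0.119 by camera and 0.0498 by fry) and of -0.30 over 19 (81 genes, adjusted p = 0.0929 by camera and 0.0255 by fry). The process adaptive immune response had -0.45 over 18 samples (36 genes, adjusted p = 0.0397 by camera) and -0.55 over 19 (34 genes, adjusted p = 0.00332 by camera). Lists of marker genes, written from general knowledge without reference to these samples, were read as each mouse's mean log2(FPKM + 1). Macrophage markers (16 genes) were at 6.12 ± 0.88 (SD, n = 4) in LowMg-HFD and 7.45 ± 0.33 (SD, n = 5) in NormMg-HFD mice over 18 samples, a shift of -1.33. All 4 LowMg-HFD mice lay below every NormMg-HFD mouse (exact two-sided permutation test, p = 0.00794; adjusted over the 30 tests of these lists, 0.0298). Over 19 samples the shift was -1.57, in 5 of 5 LowMg-HFD mice (exact two-sided permutation test, adjusted p = 0.0298). Over the 21 alternatives the adjusted p lay between 1.17e-10 and 0.108, and the shift between -1.85 and -1.33, the latter without LowMg-HFD replicate 4. Inflammatory response genes fell by 0.99 over 18 samples and by 1.07 over 19, and genes of MHC class II presentation fell by 0.59 and 0.74, with the same exact adjusted p of 0.0298 and with every LowMg-HFD mouse below every NormMg-HFD mouse. Over the alternatives the adjusted p of these lists lay between 1.98e-06 and 0.0794 and between 0.000466 and 0.0893.

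In LowMg-LFD against NormMg-LFD mice the macrophage shift was 0.07 (exact two-sided permutation test, p = 0.786; adjusted, 0.842). The shift on the HFD differed from that on the LFD by -1.40 over 18 samples (fry on the interaction term, adjusted p = 0.0458) and by -1.63 over 19 (adjusted p = 0.0403). For the inflammatory response genes the difference was -1.02 (adjusted p = 0.0358) and -1.09 (adjusted p = 0.0403). For MHC class II presentation it did not pass the threshold, at -0.51 (adjusted p = 0.197) and -0.65 (adjusted p = 0.178).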

Interestingly, despite the increased insulin sensitivity of the LowMg-HFD-fed mice, several key genes involved in the triacylglycerol catabolism pathway (lipolysis) were upregulated in the LowMg-HFD vs the NormMg-HFD group, which may explain the reduced lipid storage as well as the high serum NEFA levels (Fig. 4f). 

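The level of triacylglycerol catabolism was read as the mean log2(FPKM + 1) of the 12 genes shown in Fig. 4f. Over the paper's 18 samples it was 7.08 ± 0.10 (SD, n = 4) in LowMg-HFD and 6.905 ± 0.07 (SD, n = 5) in NormMg-HFD mice, a shift of 0.18. In 3 of 4 LowMg-HFD mice it was above every NormMg-HFD mouse (exact two-sided permutation test, p = 0.0238; adjusted over the 10 tests of the 5 lists shown, 0.0595). Over all 19 samples the shift was 0.19, in 4 of 5 LowMg-HFD mice (exact two-sided permutation test, p = 0.0159; adjusted, 0.0529). The adjusted p passed the threshold under fry, at 0.00161 over 18 samples and 0.0013 over 19. It lay between 0.0013 and 0.814 over 21 alternatives, and the median over the genes in place of the mean moved the shift most, to 0.03. The exact test passed without the predicted gene Gm5601, at 0.19 (exact adjusted p = 0.0265), and with each mouse centred on its median, at 0.25 (exact adjusted p = 0.0265). On the LFD the shift was 0.04 (exact two-sided permutation test, p = 0.317; adjusted, 0.454). The difference between the shift on the HFD and on the LFD was 0.13 over 18 samples (fry, adjusted p = 0.0222) and 0.14 over 19 (fry, adjusted p = 0.071), with a range of 0.0186 to 0.224.

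Over 18 samples 6 of the 12 genes were higher and 6 were lower in LowMg-HFD mice, with log2 fold changes from -0.32 to 0.72, and 4 of them passed the threshold over all genes, each higher (Pnpla2, Lipe, Plin1 and Apoe). Adjusted over the list alone, 4 were higher and 0 lower. This count is not taken as independent evidence, since the paper shows this list for these same samples. Over 19 samples 3 passed over all genes, and adjusted over the list alone 3 were higher and 1 was lower. Pnpla2 (ENSMUSG00000025509.15, chromosome 7 from 141457018 to 141458686 in GRCm38), which encodes adipose triacylglycerol lipase, had an FPKM of 1099.8 ± 70.6 (SD, n = 4) in LowMg-HFD and 667.3 ± 76.7 (SD, n = 5) in NormMg-HFD mice over 18 samples. In limma its log2 fold change was 0.72 (SE 0.15, adjusted p = 0.00625), and 0.64 (SE 0.15, adjusted p = 0.00602) over 19 samples, without overlap between the groups. Over 20 alternatives the adjusted p lay between 0.00113 and 0.0264. Lipe (ENSMUSG00000003123.15, chromosome 7 from 25397459 to 25398709), which encodes hormone-sensitive lipase, had an FPKM of 753.2 ± 91.7 (SD, n = 4) and 463.3 ± 84.1 (SD, n = 5). Its log2 fold change was 0.71 over 18 samples (adjusted p = 0.00621) and 0.65 over 19 (adjusted p = 0.00451), with a range of the adjusted p from 0.00198 to 0.0184. Plin1, which encodes a lipid droplet protein, rose by 0.53 over 18 samples and by 0.45 over 19. Apoe rose by 0.54 over 18 samples (adjusted p = 0.00739) and did not pass with LowMg-HFD replicate 4 included, at 0.38 (adjusted p = 0.0908). Over the 20 alternatives the adjusted p of Apoe lay between 0.00693 and 0.349. On the LFD the log2 fold changes of Pnpla2, Lipe and Plin1 were 0.40, 0.03 and 0.02 (adjusted p = 0.753, 0.98 and 0.982), and the interaction terms of the genes did not pass the threshold (adjusted p = 0.566, 0.0988 and 0.165).

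From the higher expression of these genes, the paper proposes that their upregulation may account for the lower lipid storage and the high serum NEFA of LowMg-HFD mice (Fig. 4f). A list of adipocyte markers also rose, by 0.54 over 18 samples and 0.50 over 19. In a test chosen after the result was seen, Pnpla2, Lipe and Plin1 rose no further than these markers beyond the spread (0.0845 over 19 samples, exact two-sided permutation p = 0.143). A rise of adipocyte transcripts in general therefore stays a candidate explanation.

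**Figure D1:**
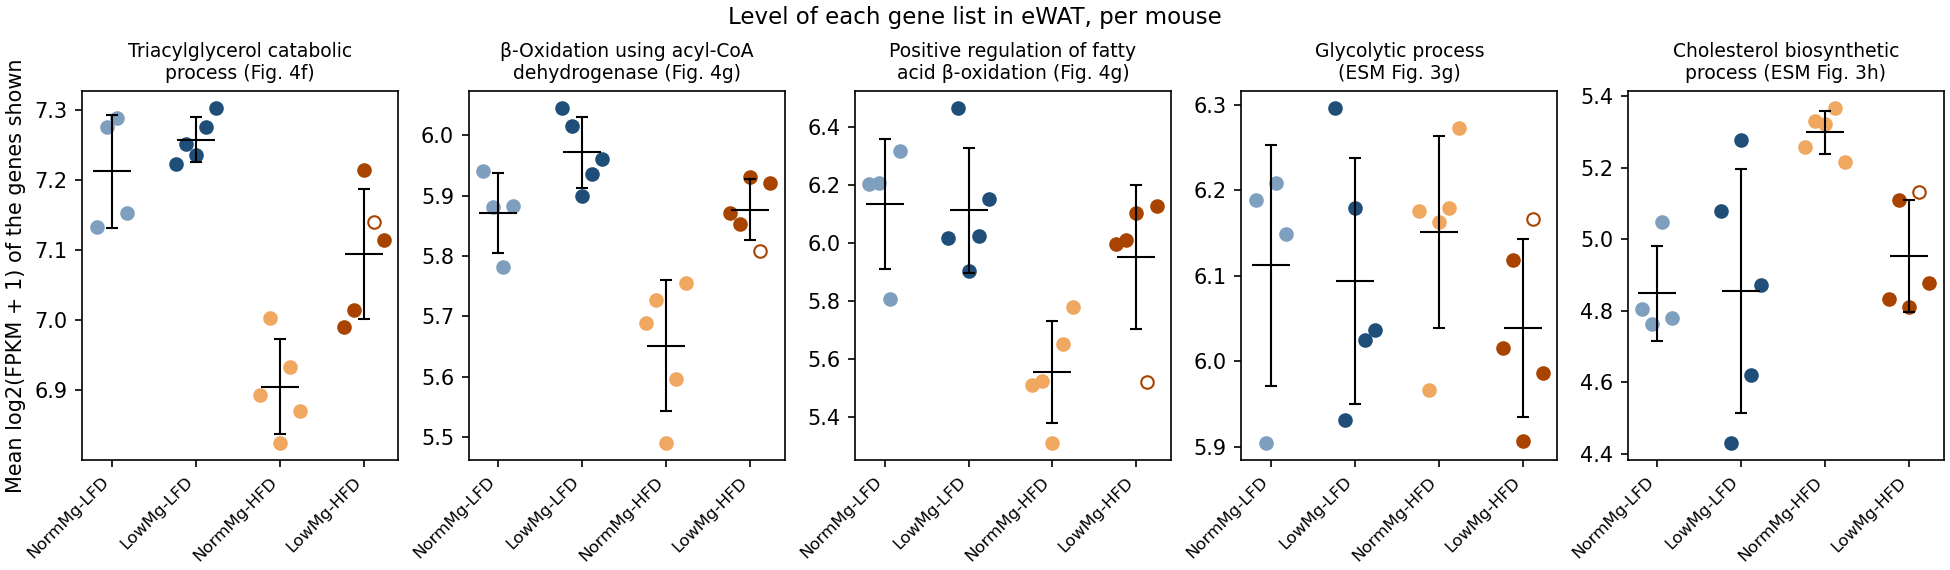
Mean log2(FPKM + 1) of the genes of each list shown in Fig. 4f, Fig. 4g, ESM Fig. 3g and ESM Fig. 3h, 1 point per mouse in 4 diet groups, with a horizontal bar for the mean and whiskers for the SD over all mice of the group; the open point is LowMg-HFD replicate 4. The triacylglycerol list lies at 7.09 in LowMg-HFD and 6.905 in NormMg-HFD mice over all 19 samples.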

A modest increase in acyl-CoA dehydrogenase dependent β oxidation was observed in the LowMg-HFD-fed mice vs the NormMg-HFD-fed mice (Fig. 4g). 

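The 18 genes shown under acyl-CoA dehydrogenase in Fig. 4g had a mean log2(FPKM + 1) of 5.89 ± 0.04 (SD, n = 4) in LowMg-HFD and 5.65 ± 0.11 (SD, n = 5) in NormMg-HFD mice over the paper's 18 samples. The shift was 0.24, with 4 of 4 LowMg-HFD mice above every NormMg-HFD mouse (exact two-sided permutation test, p = 0.00794; adjusted over the 10 tests of the 5 lists shown, 0.0265). Over all 19 samples it was 0.23, in 5 of 5 mice (exact two-sided permutation test, adjusted p = 0.0397). The adjusted p lay between 0.000552 and 0.0794 over 21 alternatives, and the shift was lowest, at 0.19, without NormMg-HFD replicate 3. Without Ackr4 it was 0.21 (exact adjusted p = 0.0265), and with the median over the genes 0.27 (exact adjusted p = 0.0529). In LowMg-LFD mice the list rose by 0.10, in 3 of 5 LowMg-LFD mice (exact two-sided permutation test, p = 0.0476; adjusted, 0.0952). The shift on the HFD was not shown to differ from that on the LFD, with a difference of 0.14 over 18 samples (fry, adjusted p = 0.197) and of 0.13 over 19 (fry, adjusted p = 0.29; range 0.152 to 0.495).

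Both over 18 and over 19 samples 6 genes of this list passed the threshold over all genes, each higher in LowMg-HFD mice (Ivd, Etfa, Ackr4, Acadsb, Acad12 and Acad11). The number adjusted over the list alone was also 6, which is not taken as independent evidence for a list shown for these same samples. Ivd (ENSMUSG00000027332.11, chromosome 2 from 118876433 to 118877900 in GRCm38), which encodes isovaleryl-CoA dehydrogenase, had an FPKM of 102.5 ± 26.5 (SD, n = 4) in LowMg-HFD and 60.1 ± 16 (SD, n = 5) in NormMg-HFD mice. The log2 fold change of Ivd by limma was 0.77 (SE 0.17, adjusted p = 0.00838) over 18 samples and 0.76 (SE 0.16, adjusted p = 0.00406) over 19, with an adjusted p between 0.00164 and 0.0207 over 20 alternatives. Acadsb rose by 0.54 and Acad11 by 0.55 over 18 samples, and by 0.54 and 0.53 over 19. Etfa rose by 0.28 over 18 samples and by 0.23 over 19, a call that was lost in 8 of the 10 fits that each left out 1 mouse. The value of Ackr4, a chemokine receptor gene that overlaps Acad11, is uncertain, since reads from the overlap may count for both.

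The 3 genes shown under positive regulation of fatty acid β-oxidation were at 6.06 ± 0.07 (SD, n = 4) in LowMg-HFD and 5.55 ± 0.17 (SD, n = 5) in NormMg-HFD mice over 18 samples, a shift of 0.50 in 4 of 4 mice (exact two-sided permutation test, p = 0.00794; adjusted, 0.0265). With LowMg-HFD replicate 4, whose level was 5.52, the shift was 0.40 in 4 of 5 mice and did not pass the threshold (exact two-sided permutation test, p = 0.0317; adjusted, 0.0794). Over the 21 alternatives the adjusted p lay between 0.00806 and 0.127. Under the LFD it was -0.02 (exact two-sided permutation test, p = 0.873; adjusted, 0.97), and it turned to 0.04 with each mouse centred on its median. The difference between the fat levels was 0.53 over 18 samples (fry, adjusted p = 0.0222) and 0.42 over 19 (fry, adjusted p = 0.0847; range 0.0222 to 0.197). Abcd2 (ENSMUSG00000055782.8, chromosome 15 from 91145884 to 91191807), a peroxisomal fatty acid transporter, had an FPKM of 111.6 ± 13.6 (SD, n = 4) in LowMg-HFD and 72 ± 13 (SD, n = 5) in NormMg-HFD mice over 18 samples. It was the gene of this list past the threshold over all genes, with a log2 fold change of 0.63 (adjusted p = 0.00412) over 18 samples and 0.57 (adjusted p = 0.00356) over 19. Its adjusted p lay between 0.00149 and 0.0185 over 20 alternatives. Adjusted over the list alone, 3 genes passed over 18 samples and 1 over 19, with the same limit.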

The metabolic effects of Mg^2+^ in eWAT appear to be specific to lipid homeostasis, as there was no clear effect on glycolysis (ESM Fig. 3g). 

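Of the 17 genes shown for the glycolytic process in ESM Fig. 3g, 17 were tested over the paper's 18 samples and 16 over all 19. Their mean log2(FPKM + 1) was 5.81 ± 0.10 (SD, n = 4) in LowMg-HFD and 5.97 ± 0.10 (SD, n = 5) in NormMg-HFD mice, a shift of -0.17, with 1 of 4 LowMg-HFD mice below every NormMg-HFD mouse (exact two-sided permutation test, p = 0.0635; adjusted over the 10 tests of the 5 lists shown, 0.106). Over 19 samples the shift was -0.11, in 1 of 5 mice (exact two-sided permutation test, p = 0.135; adjusted, 0.225). Over 21 alternatives the adjusted p lay between 0.0397 and 0.913, and quantile normalization moved the shift most, to -0.03. The threshold was passed in 1 of them, without Gm4735, Gm12671 and Gm10359, at -0.13 (exact adjusted p = 0.0397); of these, Gm12671 and Gm10359 hold identical values, so that their separate levels are uncertain. On the LFD the shift was -0.02 over 19 samples (exact two-sided permutation test, p = 0.833; adjusted, 0.97) and turned to 0.12 with the median over the genes, to 0.05 with each mouse centred on its median and to 0.0019 without the same 3 genes. The shift on the HFD minus that on the LFD was -0.13 over 18 samples (fry, adjusted p = 0.133) and -0.09 over 19 (fry, adjusted p = 0.29; range 0.133 to 0.768).

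Single genes of this list did pass the threshold over all genes. Over 18 samples these were Tpi1, Pkm and Hk3, each lower in LowMg-HFD mice, and over 19 samples Pgk1 was lower and Hk2 higher as well. Adjusted over the list alone, 1 gene was higher and 4 were lower in both sets of samples. This is not taken as independent evidence for a list shown for these same samples. Tpi1 (ENSMUSG00000023456.14, chromosome 6 from 124813464 to 124814154 in GRCm38), which encodes triosephosphate isomerase, had an FPKM of 312.8 ± 52.8 (SD, n = 4) in LowMg-HFD and 433.8 ± 15.3 (SD, n = 5) in NormMg-HFD mice. The limma estimate of its log2 fold change was -0.48 (SE 0.13, adjusted p = 0.0182) over 18 samples and -0.42 (SE 0.13, adjusted p = 0.0306) over 19, and its adjusted p lay between 0.016 and 0.256 over 20 alternatives. Hk3 (ENSMUSG00000025877.14, chromosome 13 from 55015767 to 55021217), a hexokinase gene, had a log2 fold change of -1.18 (SE 0.34, adjusted p = 0.0242) over 18 samples and -1.50 (SE 0.38, adjusted p = 0.00962) over 19, and passed the threshold in each of the 20 alternatives (adjusted p from 0.000793 to 0.0385). The calls of Tpi1, Pkm, Pgk1 and Hk2 were lost in 6, 8, 4 and 6 of the 10 fits that each left out 1 mouse. For example, Pkm was at -0.34 without NormMg-HFD replicate 3 and Tpi1 at -0.35 without LowMg-HFD replicate 3.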

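The 16 genes shown for the cholesterol biosynthetic process in ESM Fig. 3h had a mean log2(FPKM + 1) of 4.91 ± 0.14 (SD, n = 4) in LowMg-HFD and 5.30 ± 0.06 (SD, n = 5) in NormMg-HFD mice over the paper's 18 samples. The shift was -0.39, with 4 of 4 LowMg-HFD mice below every NormMg-HFD mouse (exact two-sided permutation test, p = 0.00794; adjusted over the 10 tests of the 5 lists shown, 0.0265). Over all 19 samples it was -0.35, in 5 of 5 mice (exact two-sided permutation test, adjusted p = 0.0397). The adjusted p lay between 0.0265 and 0.111 over 21 alternatives, and the median over the genes moved the shift most, to -0.43 (adjusted p = 0.0529). Without LowMg-HFD replicate 3 the shift was -0.31. Under the LFD the shift was 0.01 (exact two-sided permutation test, p = 0.984; adjusted, 0.984), and leaving out LowMg-LFD replicate 3 turned it to -0.10. The difference between the fat levels did not pass the threshold, at -0.40 over 18 samples (fry, adjusted p = 0.0776) and -0.35 over 19 (fry, adjusted p = 0.108; range 0.0425 to 0.207).

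Of the 16 genes, 14 were lower and 2 higher in LowMg-HFD mice over 18 samples. Nsdhl, Mvk and Fdft1 passed the threshold over all genes, each lower, over 18 and over 19 samples. Adjusted over the list alone, 7 were lower over 18 samples and 8 over 19. These counts are not taken as independent evidence, since the paper shows this list for these same samples. Fdft1 (ENSMUSG00000021273.9, chromosome 14 from 63145153 to 63177793 in GRCm38), which encodes squalene synthase, had an FPKM of 22.6 ± 3.4 (SD, n = 4) in LowMg-HFD and 33.3 ± 3.73 (SD, n = 5) in NormMg-HFD mice over 18 samples. By limma its log2 fold change was -0.55 (SE 0.11, adjusted p = 0.00625), and -0.45 (SE 0.12, adjusted p = 0.0157) over 19 samples. The adjusted p lay between 0.0062 and 0.0537 over 20 alternatives, the highest values falling in fits without 1 mouse, such as that without LowMg-HFD replicate 3 (log2 fold change -0.38). The calls of Mvk and Nsdhl were lost in 9 and 7 of the 10 fits that each left out 1 mouse, with log2 fold changes of -0.35 and -0.41 without LowMg-HFD replicate 1.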

Although serum cholesterol levels were not different between the experimental groups, cholesterol biosynthesis was greatly reduced in the LowMg-HFD-fed vs the NormMg-HFD-fed mice (ESM Fig. 3h, ESM Table 2).

To investigate whether hypomagnesaemia has a direct effect on lipolysis in eWAT, we examined the effect of Mg^2+^ on lipolysis in differentiated 3 T3-L1 cells in vitro. Unstimulated lipolysis was not different at 0 or 1 mmol/l Mg^2+^, indicating that Mg^2+^ deficiency does not directly induce lipolysis in adipocytes (ESM Fig. 4a).

### mRNA expression of the β3-adrenergic receptor is increased in LowMg-HFD mice

β_3_-Adrenergic receptors (ADRB3) are essential regulators of lipid metabolism, increasing brown adipose tissue (BAT) activity and reducing WAT lipid storage via activation of lipolysis [29–32]. We therefore explored whether enhanced β-adrenergic signalling could explain the high triacylglycerol levels, increased lipolysis and reduced body weight of Mg^2+^-deficient HFD-fed mice. Expression of *Adrb3* was significantly increased by 2.5-fold in the eWAT of LowMg-HFD-fed compared with NormMg-HFD-fed mice (Fig. 5a). Additionally, both HFD-fed groups showed elevated mRNA expression of *Adrb3* in BAT, but this upregulation was more pronounced in the LowMg-HFD group (Fig. 5b). To determine whether this was the result of enhanced adrenaline (epinephrine) release, serum levels of the dopamine metabolite 3-methoxytyramine and the adrenaline metabolite normetanephrine were measured. However, no significant increase was observed (Fig. 5c and ESM Fig. 5a). mRNA expression of the lipolysis genes adipose triacylglycerol lipase (*Atgl*), hormone-sensitive lipase (*Hsl*) and monoglyceride lipase (*Mgll*) was significantly increased in eWAT of Mg^2+^-deficient HFD-fed mice compared with the NormMg-HFD group (Fig. 5d–f).

**Fig. 5:**
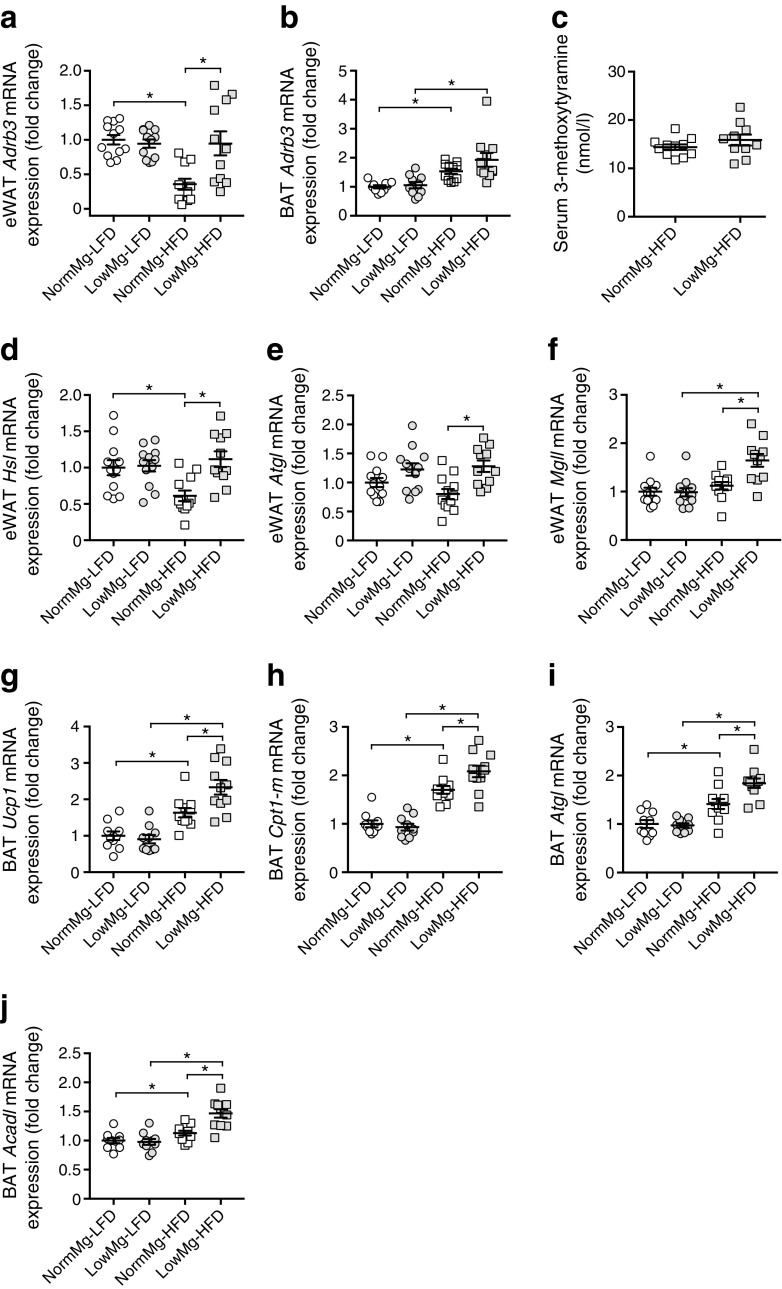
mRNA expression of the β_3_-adrenergic receptor is increased in eWAT of LowMg-HFD-fed mice. Relative mRNA expression of *Adrb3* in (**a**) eWAT and (**b**) BAT, normalised to *Gapdh* expression, relative to NormMg-LFD. (**c**) Serum 3-methoxytyramine concentration at death (17 weeks, *n* = 12 mice in the NormMg-HFD group, *n* = 11 in the LowMg-HFD group). eWAT mRNA expression of genes essential for lipolysis, (**d**) *Hsl*, (**e**) *Atgl* and (**f**) *Mgll*, normalised to *Gapdh* expression, relative to NormMg-LFD (*n* = 12 mice per group, *n* = 11 mice for the LowMg-HFD group). BAT mRNA expression of (**g**) *Ucp1* and genes involved in fatty acid metabolism, (**h**) *Cpt1-m*, (**i**) *Atgl* and (**j**) *Acadl*, normalised to *Gapdh* expression, relative to NormMg-LFD (*n* = 10 mice for both LFD groups, *n* = 11 mice for both HFD groups). NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. Statistical significance in 3-methoxytyramine levels was assessed using a *t* test. *p < 0.05 for the comparisons shown

Expression of *Ucp1* in BAT, which is essential for non-shivering thermogenesis, was upregulated in NormMg-HFD-fed mice compared with NormMg-LFD-fed mice (Fig. 5g). In line with increased β_3_-adrenergic signalling, *Ucp1* expression was further increased in BAT of LowMg-HFD-fed mice. BAT thermogenesis is strongly regulated by fatty acid availability [33]. Indeed, genes involved in NEFA metabolism of BAT are upregulated (Fig. 5h–j) (*Atgl*, *Cpt1-m* and *Acadl*). In contrast, mRNA levels of glucose transporters 1 and 4 (*Glut1/4*) in BAT were unchanged in LowMg-HFD-fed compared with NormMg-HFD-fed mice (ESM Fig. 5b,c). mRNA expression of the fatty acid transporter *Cd36* and of the important metabolic transcription factors peroxisome proliferator-activated receptor alpha (*Pparα*) and gamma (*Pparγ*) remained unchanged in BAT between the NormMg-HFD-fed and LowMg-HFD-fed mice (ESM Fig. 5d–f).

### LowMg-HFD-fed mice have increased body temperature but equal energy expenditure

To investigate the energy metabolism in Mg^2+^-deficient HFD-fed mice, the dietary intervention study was repeated with respiratory cages. Respiration, body temperature and activity were measured at week 8, which was when the weight differences developed in our first experiment. In line with the previous experiment, no differences were observed in food and water intake between the two HFD-fed groups (ESM Fig. 6a–d); and the Mg^2+^-deficient HFD-fed mice had reduced body weight compared with the NormMg-HFD-fed mice (Fig. 6a). Lean body mass was not different between the two HFD groups, indicating that the weight difference depends on adipose tissue mass (Fig. 6b). As with our previous experiment, the HFD caused a reduction in serum Mg^2+^ levels (Fig. 6c). A significant increase was observed in serum triacylglycerol when the animals were killed (after 9 weeks) in the LowMg-HFD group compared with the NormMg-HFD group (Fig. 6d). Low dietary Mg^2+^-fed mice had decreased non-fasted serum glucose (Fig. 6e; two-way ANOVA for dietary Mg^2+^ effect *p* < 0.05), while the difference between the two HFD-fed groups was not significant (NormMg-HFD vs LowMg-HFD, Tukey’s test *p* = 0.07). Hypomagnesaemia and HFD decreased core body temperature (Fig. 6f). In contrast, the body temperature of LowMg-HFD-fed mice was higher than NormMg-HFD-fed mice (Fig. 6f; 35.8 ± 0.1 vs 36.4 ± 0.2°C in NormMg-HFD and LowMg-HFD, *p* < 0.05), in line with increased BAT activity. Moreover, mice fed a Mg^2+^-deficient diet showed increased locomotor activity (ESM Fig. 6e,f; two-way ANOVA for dietary Mg^2+^ effect *p* < 0.05). However, energy expenditure was not different between the two HFD-fed groups (Fig. 6g,h). In both HFD groups, the respiratory exchange ratio (RER) was approximately 0.7, indicating that fatty acids are the main energy source (Fig. 6i,j). Interestingly, in the LFD groups, hypomagnesaemia resulted in a reduction of the RER (Fig. 6i,j), suggesting an increased use of fatty acids as an energy substrate over glucose. However, this reduction was not statistically significant (Fig. 6j; 0.82 ± 0.01 vs 0.79 ± 0.01 average RER in NormMg-LFD and LowMg-LFD, respectively; *p* = 0.10).

**Fig. 6:**
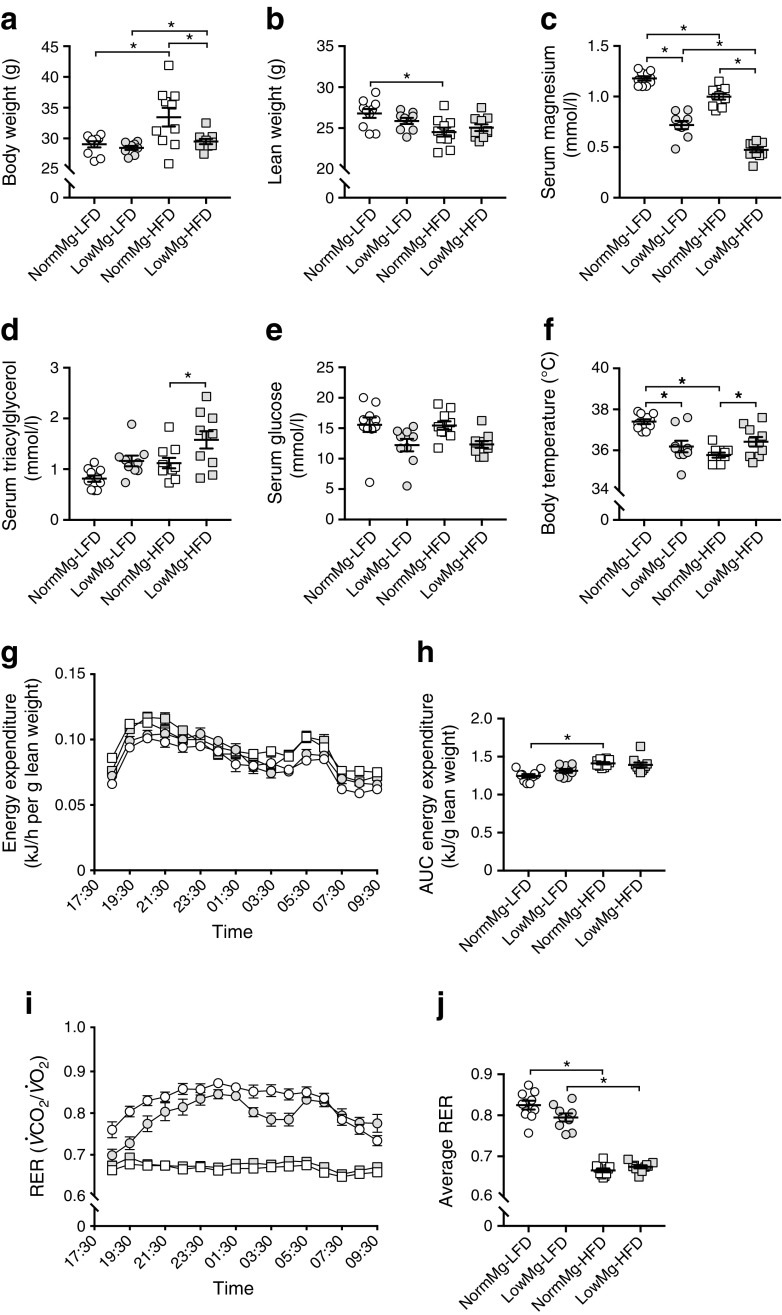
LowMg-HFD-fed mice have increased body temperature but equal energy expenditure. To study energy expenditure, a replication animal study was performed for a duration of 9 weeks. (**a**) Body weight and (**b**) lean body weight of the animals (*n* = 10 mice per group, *n* = 9 mice in the LowMg-LFD group) at death (9 weeks). Non-fasted serum (**c**) Mg^2+^, (**d**) triacylglycerol and (**e**) glucose concentrations at death (glucose at 9 weeks, two-way ANOVA for dietary Mg^2+^ effect *p* < 0.05; NormMg-HFD vs LowMg-HFD Tukey’s test *p* = 0.07). (**f**) Body temperature measured by rectal probe after 8 weeks of dietary intervention. Respiratory metabolic cages were used to determine energy expenditure and RER. (**g**) Energy expenditure averaged per hour, measured after 8 weeks of dietary intervention and corrected for lean weight, (**h**) from which the AUC is calculated. NormMg-LFD (white circles, *n* = 10), LowMg-LFD (grey circles, *n* = 9), NormMg-HFD (white squares, *n* = 10), LowMg-HFD (grey squares, *n* = 10). (**i**) RER averaged per hour, measured after 8 weeks of dietary intervention. RER is determined by dividing the CO_2_ production by the O_2_ intake. (**j**) Average RER over the entire duration of the measurement (from 18:30 to 09:30 h). NormMg-LFD (white circles), LowMg-LFD (grey circles), NormMg-HFD (white squares), LowMg-HFD (grey squares). Data are mean ± SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg^2+^ content, either a two-way ANOVA (Tukey’s multiple comparison test) or an unpaired multiple *t* test (Holm–Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. *p < 0.05 for the comparisons shown

## Discussion

Hypomagnesaemia has been repeatedly reported in type 2 diabetes and the metabolic syndrome [1, 2, 14], but the role of Mg^2+^ in lipid metabolism has been largely overlooked. Here, we demonstrate that low dietary Mg^2+^ intake ameliorates HFD-induced obesity. The lower body weight results in beneficial metabolic effects including improved insulin sensitivity, reduced hepatic steatosis and lower WAT inflammation. Nevertheless, serum triacylglycerol and NEFA concentrations were increased in the low Mg^2+^ HFD group, corresponding to increased eWAT mRNA expression of lipolysis genes. These findings establish Mg^2+^ as an important regulator of body weight and lipid metabolism.

In this study, a Mg^2+^-deficient diet ameliorated HFD-induced weight gain in mice. This was the result of reduced adiposity, because lean body mass was similar between the two HFD groups and both eWAT and iWAT weight were lower in mice fed a LowMg-HFD compared with a NormMg-HFD. The reduced body weight was associated with favourable metabolic effects. IPGTT, IPITT and fasting glucose levels indicated enhanced insulin sensitivity. Moreover, the reduced body weight of the LowMg-HFD mice led to a complete absence of hepatic steatosis and RNA sequencing of the eWAT demonstrated downregulation of pro-inflammatory pathways. Despite these beneficial effects, blood lipid levels remained high. In line with our data, others have demonstrated that low dietary Mg^2+^ intake reduced body weight in several rat models of Mg^2+^ deficiency [34–37]. However, these studies did not address the underlying cause or investigate the effects on lipid metabolism.

Our animal data is strengthened by the results of Chubanov et al [17] where severe hypomagnesaemia via *Trpm6* knockout also resulted in a catabolic phenotype and improved insulin sensitivity [17]. The catabolic phenotype of Mg^2+^-deficient mice leads to hyperlipidaemia, which has considerable adverse effects in individuals with type 2 diabetes [38, 39]. Nevertheless, the low Mg^2+^ HFD does not completely mimic the human situation because the hypomagnesaemia induced in mice is more severe [1]. Moreover, an unhealthy human diet consists of both high fat and sugar, whereas the HFD in mice purely depends on palm oil. Indeed, Mg^2+^-deficiency in high-fructose diets has adversely affected insulin sensitivity and lipid homeostasis in rats. This shows the considerable differences in the role of Mg^2+^ in the metabolism of lipids vs carbohydrates [40, 41]. Future studies should investigate the role of Mg^2+^ in combined fat and sugar diets. These differences may explain why, in humans, higher oral Mg^2+^ intake and Mg^2+^ supplementation have beneficial effects on metabolic variables, which apparently contrasts with our animal data [18–20].

In our study, the reduced WAT mass of LowMg-HFD-fed mice was associated with enhanced lipolysis gene expression, causing high serum NEFA and triacylglycerol levels. These findings suggest that LowMg-HFD-fed mice depend more on mitochondrial β-oxidation, rather than glycolysis, for energy production. However, our energy metabolism experiments demonstrated neither differences in energy expenditure nor in RER between the NormMg-HFD and LowMg-HFD groups. It should be noted, however, that both HFD groups mainly depend on lipids for energy metabolism, masking potential RER differences between these groups. Moreover, despite equal energy expenditure, the NormMg-HFD-fed mice are considerably heavier than LowMg-HFD-fed mice and therefore have a higher energy demand. Several studies have discussed the considerable difficulties associated with the interpretation of energy expenditure data and emphasised that body weight differences complicate interpretation [42, 43]. Increased thermogenesis may explain why energy expenditure does not differ between LowMg-HFD-fed and the heavier NormMg-HFD-fed mice. Although the effects are modest, the LowMg-HFD-fed mice had a significantly higher body temperature and increased *Ucp1* expression in BAT, indicative of higher thermogenesis. Cold-exposure studies are necessary to further investigate the role of Mg^2+^ status in BAT activation, WAT browning and thermogenesis.

The increased lipolysis and brown adipose tissue activity were associated with higher β_3_-adrenergic receptor expression in eWAT and BAT of LowMg-HFD-fed mice. β_3_-receptor knockout mice have increased lipid stores and impaired WAT browning [44, 45]. Activation of the β_3_-adrenergic receptors in mice using agonist CL316243 decreases adipose tissue mass, improves insulin sensitivity, increases uncoupling protein-1 (UCP1)-dependent thermogenesis and activates a cycle of concomitant lipolysis and de novo lipogenesis [46, 47]. Interestingly, this is exactly the phenotype that was observed in the LowMg-HFD-fed mice, although to a lesser extent. A link between Mg^2+^, β-adrenergic signalling and lipolysis is not without precedent. Use of β-adrenergic agonists, which stimulate lipolysis, have been associated with decreased blood Mg^2+^ levels [1, 48, 49]. Mg^2+^ has also been shown to reduce catecholamine release from the adrenal medulla [50] and Mg^2+^ deficiency is associated with higher urinary levels of adrenaline and noradrenaline (norepinephrine) [37]. Moreover, Mg^2+^ supplementation has been suggested to regulate lipolysis, as it prevents hyperlipidaemia in diabetic rats and reduces serum triacylglycerol levels in individuals with type 2 diabetes [20, 51]. Further research is required to determine exactly how hypomagnesaemia increases β-adrenergic signalling and how β-adrenergic signalling can induce hypomagnesaemia.

A strength of this study is that the model used to induce type 2 diabetes and low dietary Mg^2+^ intake closely resembles the human situation. The Western diet contains high amounts of processed foods consisting of high energy and low Mg^2+^. Moreover, the extensive phenotyping of the animals in this study provides new avenues for research into the pivotal role of Mg^2+^ in metabolism. The data obtained in this study are robust, as a replicate animal experiment was performed in a separate institution, confirming our results.

Our study has limitations. First, because of the large weight differences induced by the Mg^2+^ deficient diet, it is difficult to specifically attribute the metabolic changes of the mice to their lower body weight or their Mg^2+^ deficiency. In addition, our study design did not allow us to study in more depth the contribution of disturbed β-adrenergic signalling to the differences in body weight, eWAT lipolysis, BAT activity and hyperlipidaemia. Although our data and previous studies support a role for Mg^2+^ in β-adrenergic signalling [37, 50], further studies are required to establish the exact role of Mg^2+^ in catecholamine secretion and signalling.

In conclusion, our results demonstrate that hypomagnesaemia in mice prevents HFD-induced weight gain by enhanced BAT activity and increased eWAT lipolysis gene expression. Consequently, this led to improved insulin sensitivity and absent hepatic steatosis. These results underline the pivotal function of Mg^2+^ in maintaining a healthy energy metabolism.

## Electronic supplementary material

ESM (PDF 2710 kb)

## Data Availability

The data and materials that support the findings of this study are available from the corresponding author upon reasonable request. The RNA sequencing data have been submitted to the gene expression omnibus (GEO) database (accession no. GSE116270).

## Abbreviations

BAT: Brown adipose tissue
eWAT: Epididymal white adipose tissue
HFD: High-fat diet
GO: Gene ontology
iWAT: Inguinal white adipose tissue
LFD: Low-fat diet
LowMg: Low Mg^2+^ (diet)
NormMg: Normal Mg^2+^ (diet)
RER: Respiratory exchange ratio
WAT: White adipose tissue

# Supplementary material for: Magnesium deficiency prevents high-fat-diet-induced obesity in mice
**Source:** Diabetologia. 2018 Jul 9;61(9):2030–42. doi: 10.1007/s00125-018-4680-5
**Supplement:** Supplementary file 1

## **ELECTRONIC SUPPLEMENTARY MATERIAL (ESM) METHODS**

### *17-week mouse study – Radboud university medical center*

This study was approved by the animal ethics board of the Radboud University Nijmegen (RU DEC 2015-0073) and the Dutch Central Commission for Animal Experiments (CCD, AVD103002015239). To study the effect of dietary  $Mg^{2+}$  on HFD-induced obesity, 48 male C57BL6/J mice (Charles River, Germany), age 9-10 weeks, were randomly allocated into four experimental groups of n=12 mice. Mice were acclimatized for two weeks in a temperature- and light-controlled room, six per cage (Eurostandard Type III), and had *ad libitum* access to acidified tap water and standard pellet chow (Ssniff Spezialdiäten, GmbH, Germany). Experimental diets consisted of both 10 or 60 kcal% palm oil and 0.03 or 0.21 w/w% magnesiumoxide (Ssniff Spezialdiäten, NormalMg-LFD #S9074-E0277, LowMg-LFD #S9074-E0287, NormalMg-HFD #S9074-E0297, LowMg-HFD #S9074-E0317). Researchers and animal caretakers were blinded for the  $Mg^{2+}$  content of the experimental diets throughout the experiment. At day -1, 84 and 112, mice were housed individually in metabolic cages for 24 hours for the collection of urine and faeces and determining food and water intake. Mice were weighed twice weekly and blood was collected *via* cheek puncture at day -1, 28, 56 and 84. At week 14 and 15 insulin and glucose tolerance tests, respectively, were performed. One mouse died unrelated to the dietary intervention and was excluded from future analyses. After 17 weeks on the diets, mice were anaesthetized by 4 v/v% isoflurane and exsanguinated *via* orbital sinus bleeding. Death was confirmed by cervical dislocation. Tissues were stored in 10 v/v% formalin or snap frozen in liquid nitrogen.

### *Intraperitoneal insulin and glucose tolerance tests*

After 14 weeks on the diets, three mice per group per day underwent an intraperitoneal insulin tolerance test (IPITT), over a period of four days (n=9 mice/group). After 6 hours of fasting from 08:00 AM, mice were injected with 0.75 U/kg bodyweight human insulin (Novorapid, Novo Nordisk, Denmark) dissolved in phosphate buffered saline (PBS). Blood glucose levels were measured at 0, 20, 40, 60, 90 and 120 minutes after the insulin injection. Blood was taken *via* a tail cut and glucose levels were measured using a StatStrip® Xpress glucose meter (Nova Biomedical, USA). Three mice developed severe hypoglycaemia and

were injected with D-glucose (Invitrogen, The Netherlands) between 15 and 30 minutes post insulin-injection. For the subsequent time points, these mice were given the same glucose values as the lowest values within that group. After 15 weeks on the diets, three mice per group per day underwent an intraperitoneal glucose tolerance test (IPGTT), over a period of four days (n=12 mice/group). After an overnight fast (from 18:00 to 09:00), mice were injected with 2 g/kg body weight D-glucose (Invitrogen, The Netherlands) dissolved in PBS, with an injection volume of 50ul/10g body weight. Blood glucose levels were measured at 0, 15, 30, 60 and 120 minutes after the glucose injection.

### *RNA-Sequencing*

Total RNA was extracted from epididymal white adipose tissue using TRIzol reagent (Invitrogen, UK) according to manufacturer's protocol. RNA integrity was validated by investigating the 18S/28S bands on a 2 w/v% agarose gel. Five randomly selected samples of each group were RNA-sequenced (RNA-Seq). Quality control and RNA-Seq were performed by Beijing Genomics Institute (BGI), Hong Kong). Quality control was performed by using Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System to qualify and quantify the sample library. 

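The NormMg-LFD samples of the deposited table carry the replicate numbers 2 to 5. The share of reads mapped was between 86.12% and 89.17% in these 4 mice, against 87.36% to 89.67% in the 5 LowMg-LFD mice.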

One sample from the NormalMg-LFD group failed the quality control, and was excluded from subsequent sequencing and analyses. One sample from the LowMg-HFD group showed a small contamination with pancreatic tissue and was excluded from subsequent analyses. 

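All 5 LowMg-HFD mice are in the deposited gene table. Pancreatic tissue was looked for with a list of 24 genes of the exocrine pancreas, of which the table holds 23, written before the data were examined. Of the list, Cela1 was over 10 FPKM in every mouse, from 10.6 to 196.3, and so is also expressed in this tissue. In LowMg-HFD mice the median was 0.08 in replicate 1 and 0 in replicates 2 to 5. In NormMg-LFD replicate 3 the median was 90.6 FPKM and 19 of the 23 genes were over 10 FPKM. The rule set beforehand, a median over 10 times that of every other mouse of the group, was met by NormMg-LFD replicate 3 and also, against medians of 0, by LowMg-LFD replicate 5 (0.11), NormMg-HFD replicate 3 (0.18) and LowMg-HFD replicate 1 (0.08).

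The mouse that the paper's own values leave out was found by leaving out each LowMg-HFD mouse in turn. Without replicate 4, each of the 62 fold changes of ESM Table 2 was met within 0.01, with a largest gap of 0.0072. Without any other LowMg-HFD mouse between 4 and 8 were met, and with all 5 mice 12. The list of pancreas genes without Cela1 reached at most 6.33 FPKM in replicate 4 and 6.96 in the other LowMg-HFD mice. Replicate 4 differed from the other mice of its group in other genes, since its log2 values correlated with theirs at 0.889 to 0.898 across genes, against 0.977 to 0.984 among the other LowMg-HFD mice (genes are not independent replicates). A list of 23 testis genes, written after the table was seen, had a median of 150.9 FPKM in replicate 4 and at most 1.43 FPKM in the other LowMg-HFD mice.

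**Figure D2:**
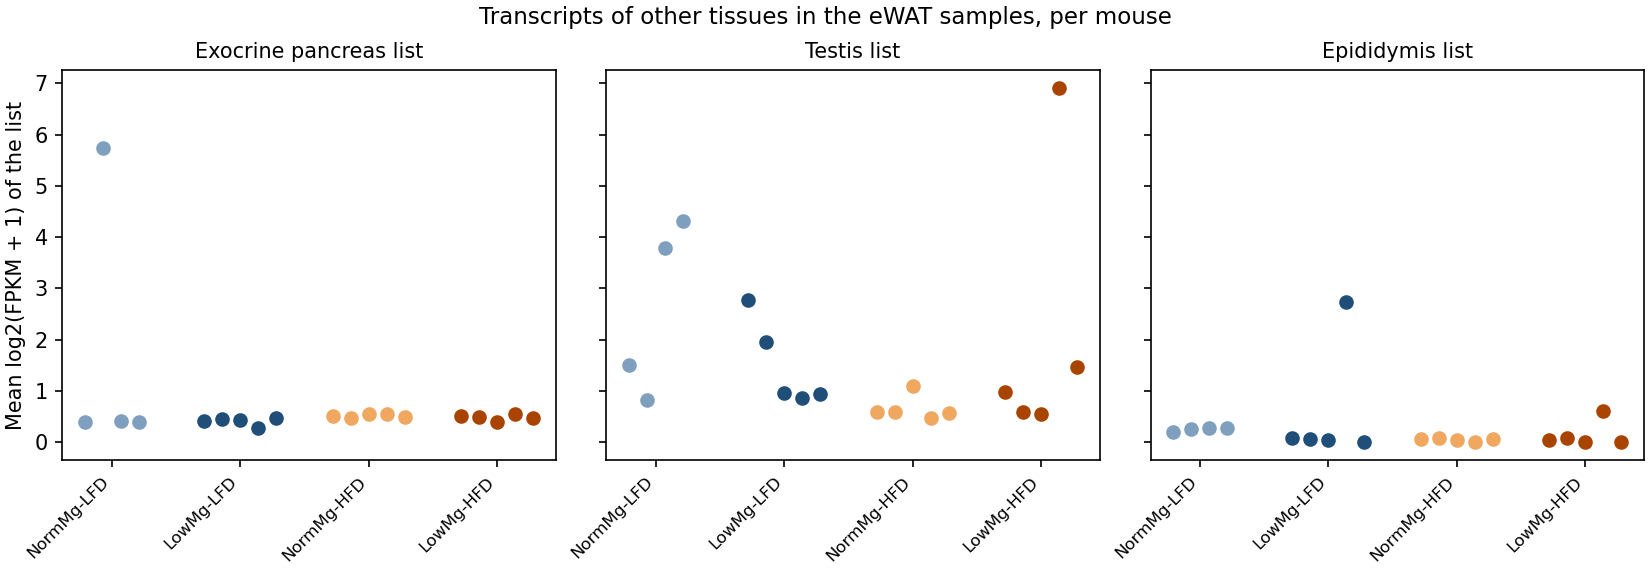
Mean log2(FPKM + 1) of lists of exocrine pancreas, testis and epididymis genes, 1 point per mouse in 4 diet groups of eWAT samples, replicates in order from left to right. NormMg-LFD replicate 3 stands at 5.73 on the pancreas list, LowMg-HFD replicate 4 at 6.91 on the testis list and LowMg-LFD replicate 4 at 2.74 on the epididymis list.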

13 million reads were sequenced using the Hiseq 4000 platform (Illumina, USA) using a 50 bp single-end module. Clean reads were mapped to Mus Musculus transcriptome (GRCm38/mm10) using HISAT/Bowtie2 tool [24, 25]. RSEM software v1.2.31 was used to quantify gene expression levels (FPKM values)[26]. FPKM values were  $\log_2$  transformed and further analysed in R ([www.r-project.org](http://www.r-project.org), RRID:SCR\_001905). In order to filter non-expressed transcripts from the data, only transcripts that showed an average expression level of 8 within a group and for which the transcript levels were above 8 in at least four replicates from an experimental group were retained, yielding a total of 8808 transcripts. 

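The table holds 24237 genes with a value in every mouse. Read as FPKM, the filter of 8 kept 8278 genes without LowMg-HFD replicate 4, and read as log2(FPKM + 1) over 3 it kept 8808. Leaving out LowMg-HFD replicate 1 also gave 8808 genes on the log2 scale, so that the gene number by itself does not name the mouse. Replicates 2, 3 and 5 gave 8809, 8810 and 8813 genes.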

To calculate the differences between expression levels for genes belonging to the same Gene Ontology group, the fold change between the LowMg and NormalMg condition for both the HFD and LFD groups were collected for each gene in the group. Subsequently a *t*-test was used to test for the hypothesis of equal means. 

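The mean of the fold changes over the genes of a group equals the difference between diets in the mean log2 expression of these genes. A test over the genes asks whether this mean differs from that of the other diet for these genes in these mice, with genes as the replicates. The exact permutation tests and limma's fry, used for the values given beside the results, take mice as the replicates and so also count the variation between mice.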

The procedure was repeated for all

GO terms and the *p*-values for the tests were corrected for multiple testing using the Benjamini-Hochberg method as implemented in the *p.adjust* method in R. Heatmaps for individual GO terms were created using the *ggplot2* library (RRID:SCR\_014601) [27].

#### *9-Week replication mouse study – MRC Harwell Institute*

All experimental procedures were conducted in compliance with the UK Animals Scientific Procedures Act (1986) and University of Oxford ethical guidelines. 39 male C57BL6/J mice (MRC Harwell, UK) were randomly allocated into 4 groups of *n*=10 mice (*n*=9 in the LowMg-LFD group) housed with five per cage (1284L and 1285L IVC, Tecniplast, Italy). Mice had *ad libitum* access to demineralized chlorinated tap water and standard pellet chow. At 8 weeks old, mice were put on experimental diets identical to the first animal experiment at the Radboudumc, for a period of 9 weeks. At day 14, mice were housed individually in metabolic cages (Tecniplast, Italy) for 24 hours for the collection of urine and faeces and determining food and water intake. Mice were weighed twice weekly and blood was collected *via* tail bleed at day -1 and 14. Respiration metabolic cages (TSE Phenomaster Cages, Germany) were used at day 28 and 56 of the experiment and body temperatures were measured by rectal probe (ATP-instrumentation, UK). Data were averaged per hour and plotted from 6:30 PM to 9:30 AM. After 9 weeks on the diets, mice were anaesthetized by 4 v/v% isoflurane and exsanguinated *via* orbital sinus bleeding. Death was confirmed by cervical dislocation. Tissues were stored in 10 v/v% formalin or snap frozen in liquid nitrogen.

#### *Lipolysis in 3T3-L1 adipocytes*

3T3-L1 fibroblasts (ATCC, mycoplasma-free) were cultured in Dulbecco's modified Eagle's medium (DMEM, Lonza Westburg, Leusden, The Netherlands) containing 2 mg/ml ciproxin (Fresenius Kabi, Zeist, The Netherlands), 200 mmol/l L-glutamine (GE healthcare Life Sciences, Logan, UT, USA) and 10 v/v% fetal bovine serum (FBS, Greiner Bio One), at 37 °C, in 5 v/v% CO<sub>2</sub>. 3T3-L1 cells between passages 10 and 20 were differentiated according to ATCC's protocol. In short, cells were seeded in PLL (Sigma-Aldrich) coated 6-well plates in DMEM and upon confluence medium was refreshed. Two days post-confluence the induction process was initiated by changing the medium to induction medium containing 1 µg/ml bovine

insulin (Sigma-Aldrich, St. Louis, MO, USA), 0.5 mmol/l IBMX (Sigma-Aldrich), and 1  $\mu$ mol/l dexamethasone (Sigma-Aldrich) for 48 hours. The cells were then washed (PBS) and DMEM containing 1  $\mu$ g/ml insulin was added. Hereafter, the medium was refreshed every two days until >90% of the cells were completely differentiated into adipocytes. To determine the effect of  $Mg^{2+}$  on lipolysis, differentiated 3T3-L1 cells were incubated for 20 hours in DMEM without added insulin, containing 1.0 or 0 mmol/l  $MgCl_2$ , followed by 2 hours serum-starvation. Hereafter, cells were incubated for 4 hours in 700  $\mu$ l KRPH buffer (20 mmol/l HEPES pH 7.4, 5 mmol/l  $KH_2PO_4$ , 1 mmol/l  $CaCl_2$ , 136 mmol/l NaCl, 4.7 mmol/l KCl at 37 °C) containing 1.0 or 0 mmol/l  $MgCl_2$ , 0.1 w/v% glucose (Merck Millipore, Amsterdam, The Netherlands) and 3.5 w/v% fatty acid free BSA (Sigma-Aldrich). 50  $\mu$ l aliquots of the medium were taken every hour and heated for 8 minutes at 65 °C. The concentration of NEFAs was assessed using the WAKO NEFA-C kit (Instruchemie, Delfzijl, The Netherlands) according to the manufacturer's protocol.

**S1**

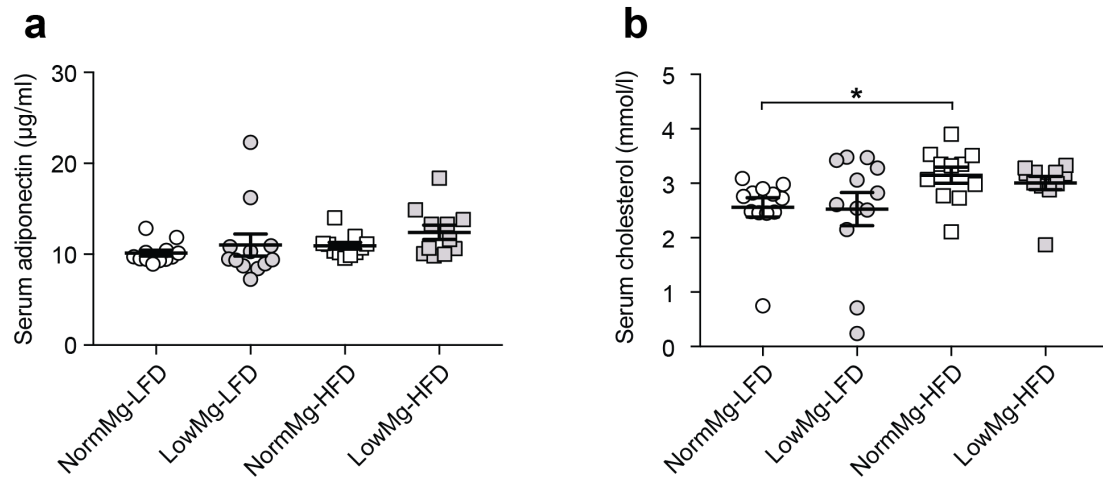

**ESM Fig. 1.** Changes in dietary  $Mg^{2+}$  or fat content do not affect serum adiponectin and cholesterol concentrations. Non-fasted serum concentrations of (a) adiponectin and (b) cholesterol at killing ( $n=12$  mice for both LFD groups,  $n=11$  mice for both HFD groups).

Symbols: NormalMg-LFD (white circle), LowMg-LFD (light grey circle), NormalMg-HFD (white square), LowMg-HFD (light grey square). Data are mean  $\pm$  SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and  $Mg^{2+}$  content, either a two-way ANOVA (Tukey's multiple comparison test) or a multiple t-test (Holm-Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. \* Indicates  $p < 0.05$ .

**S2**

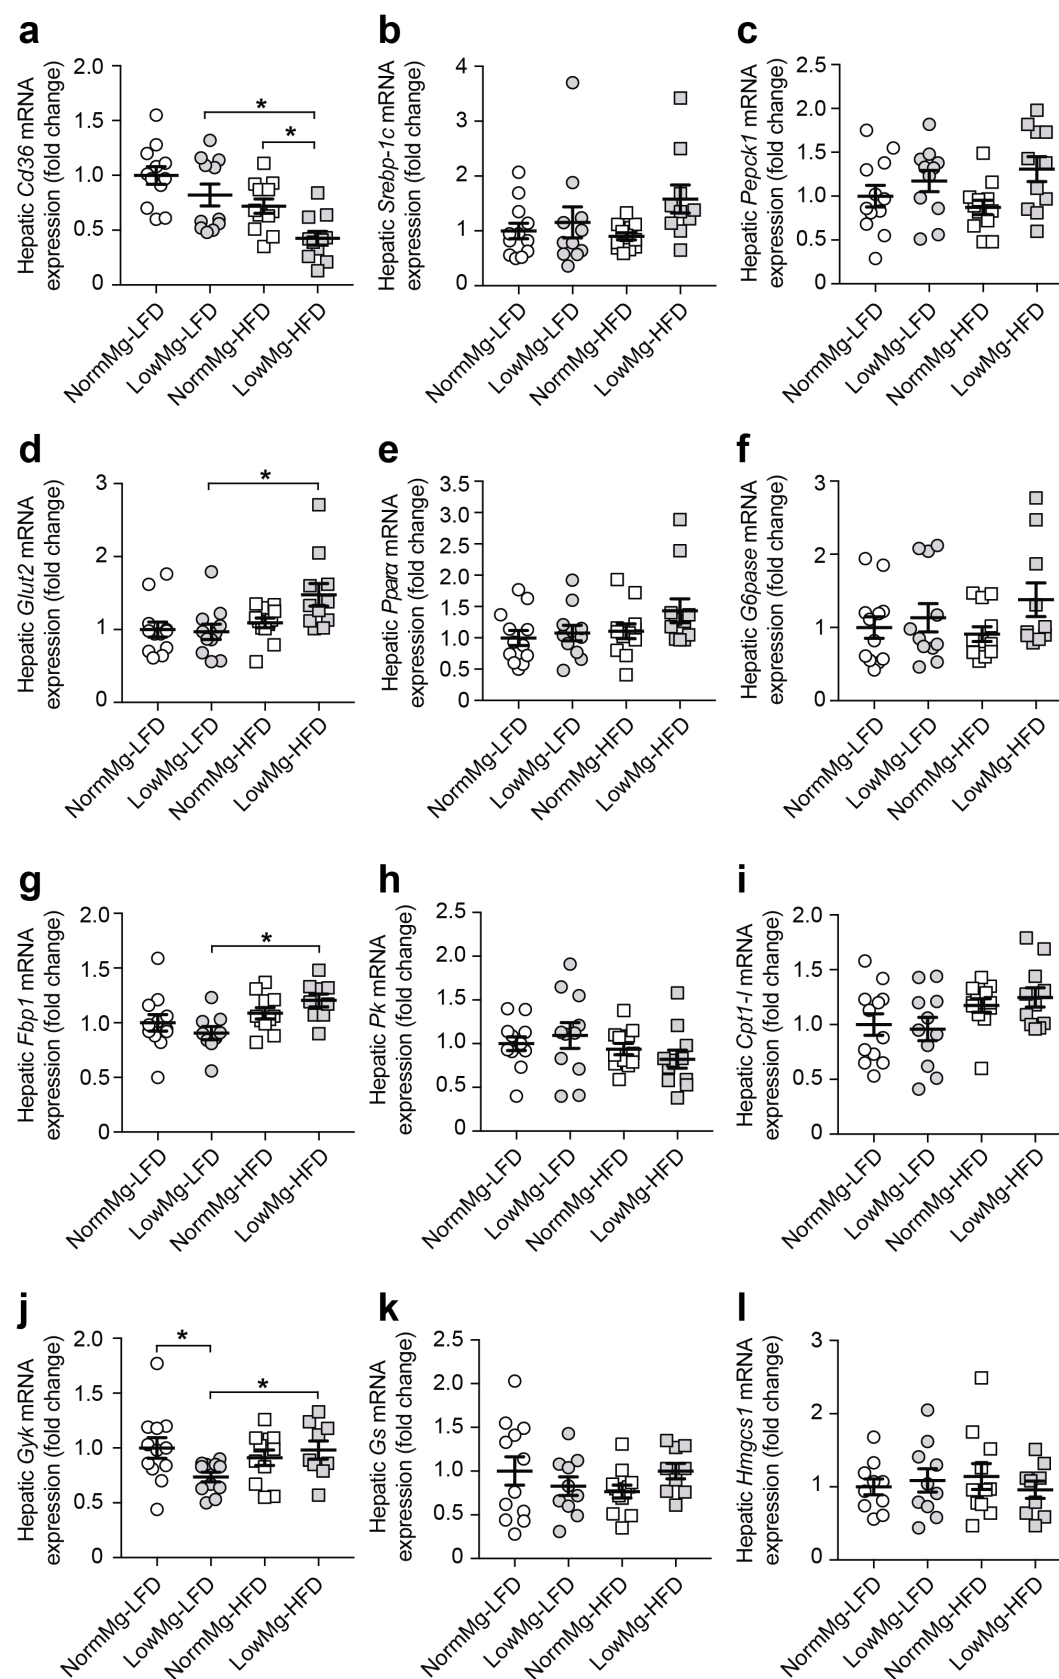

**ESM Fig. 2.** Hepatic mRNA expression of key genes involved in energy metabolism. Hepatic mRNA expression of (a) *Cd36*, (b) *Srebp1c* (two-way ANOVA for dietary  $Mg^{2+}$  effect  $p < 0.05$ ), (c) *Pepck1* (two-way ANOVA for dietary  $Mg^{2+}$  effect  $p < 0.05$ ; NormMg-HFD vs.

LowMgHFD Tukey's test  $p=0.06$ ), (d) *Glut2*, (e) *Ppara*, (f) *G6pase*, (g) *Fbp1*, (h) *Pk-lr*, (i) *Cpt1-l* (two-way ANOVA dietary fat effect  $p<0.05$ ), (j) *Gyk*, (k) *Gs* and (l) *Hmgcs1* normalized to *Gapdh* expression, relative to NormalMg-LFD ( $n=12$  mice per group,  $n=11$  for the LowMg-HFD group).

Symbols: NormalMg-LFD (white circle), LowMg-LFD (light grey circle), NormalMg-HFD (white square), LowMg-HFD (light grey square). Data are mean  $\pm$  SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and  $Mg^{2+}$  content, either a two-way ANOVA (Tukey's multiple comparison test) or a multiple t-test (Holm-Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. \* Indicates  $p<0.05$ .

*Cd36*, Cluster of differentiation 36; *Srebp1*, Sterol regulatory element-binding protein; *Ppara*, Peroxisome proliferator-activated alpha; *Glut2*, Glucose transporter 2; *Pepck1*, Phosphoenolpyruvate carboxykinase 1; *G6pase*, Glucose-6-phosphatase; *Fbp1*, Fructose-1,6-bisphosphatase 1; *Pk-lr*, Pyruvate kinase liver and RBC; *Cpt1-l*, Carnitine palmitoyltransferase 1 liver type; *Gyk*, Glycerol Kinase; *Gs*, Glycogen synthase; *Hmgcs1*, Hydroxymethylglutaryl-CoA synthase 1.

**S3**

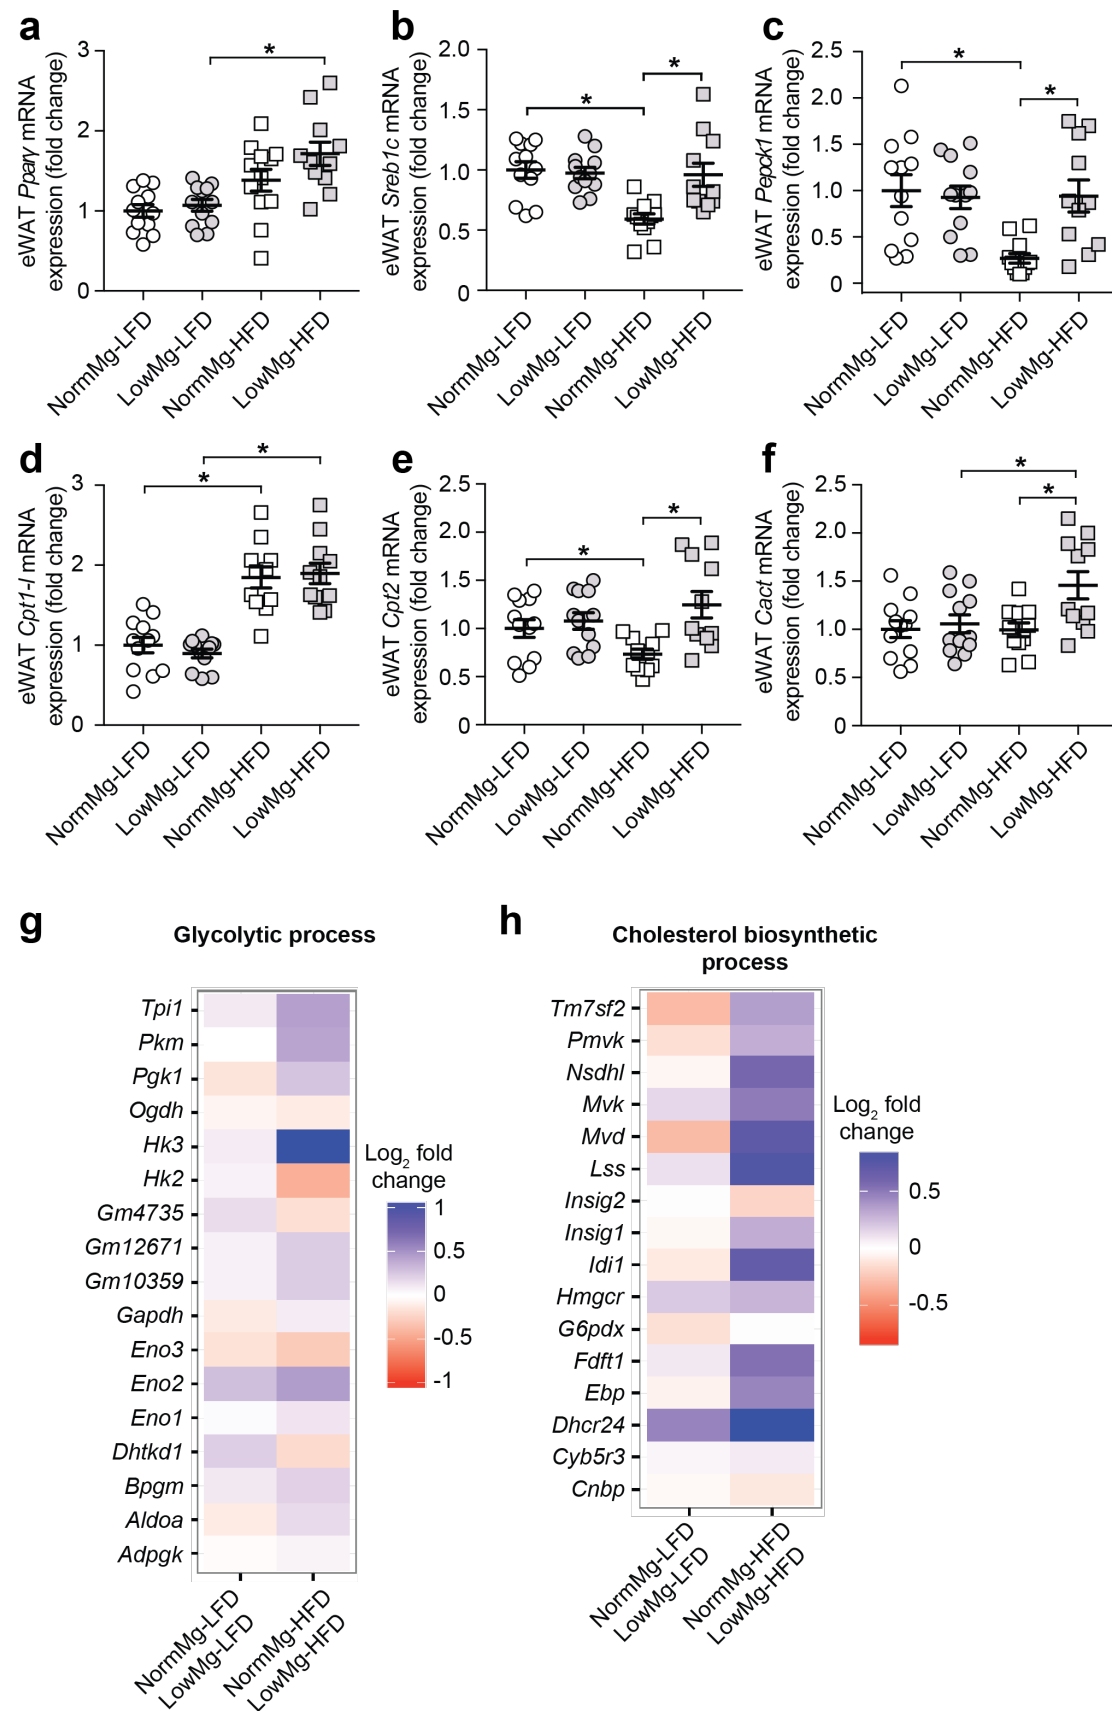

**ESM Fig. 3.** Increased mRNA expression of key genes involved in gluconeogenesis and beta-oxidation in the eWAT of LowMg-HFD mice and heatmaps of eWAT RNA-Seq GO-Term

glycolysis and cholesterol biosynthesis pathways. Epididymal white adipose tissue (eWAT) mRNA expression of (a) *Ppar $\gamma$* , (b) *Srebp1c*, (c) *Pepck1*, (d) *Cpt1-l*, (e) *Cpt2* and (f) *Cact*, normalized to *Gapdh* expression, relative to NormalMg-LFD (n= 12 mice per group, n=11 for the LowMg-HFD group). GO-Term Analyses of the Pathways (g) 'Glycolytic Process' and (h) 'Cholesterol Biosynthesis'. Gene expression changes are presented as log<sub>2</sub> fold changes with the NormalMg<sup>2+</sup> diet as reference, so that a negative value (in red) indicates a decrease in expression in the NormalMg<sup>2+</sup> versus LowMg<sup>2+</sup> groups (n= 4 mice for the NormalMg-LFD and LowMg-HFD groups, n=5 for the LowMg-LFD and NormalMg-HFD groups).

Symbols: NormalMg-LFD (white circle), LowMg-LFD (light grey circle), NormalMg-HFD (white square), LowMg-HFD (light grey square). Data are mean  $\pm$  SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg<sup>2+</sup> content, either a two-way ANOVA (Tukey's multiple comparison test) or a multiple t-test (Holm-Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. \* Indicates  $p < 0.05$ .

*Ppar $\gamma$* , Peroxisome proliferator-activated receptor gamma; *Srebp1*, Sterol regulatory element-binding protein; *Pepck1*, Phosphoenolpyruvate carboxykinase 1; *Cpt1-l*, Carnitine palmitoyltransferase 1 liver type; *Cpt2*, Carnitine palmitoyltransferase 2; *Cact*, Carnitine acyl-carnitine transferase; *Gapdh*, Glyceraldehyde 3-phosphate dehydrogenase.

## S4

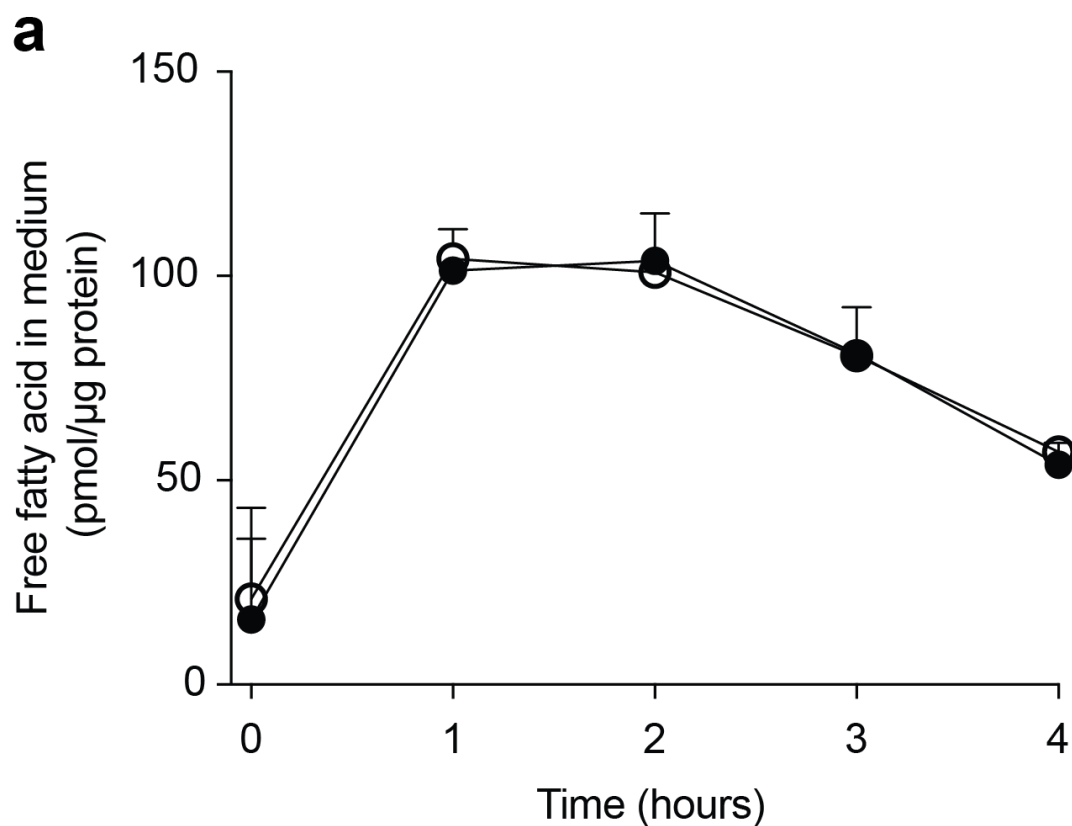

**ESM Fig. 4.** Extracellular  $\text{Mg}^{2+}$  deficiency does not directly induce lipolysis in 3T3-1L adipocytes. (a) 3T3-1L cells were differentiated into adipocytes and cultured in 0 ( $\circ$ ) or 1 ( $\bullet$ ) mmol/l extracellular  $\text{MgCl}_2$  for 22 hours. As a measure of the rate of lipolysis, the non-esterified concentration in the medium was measured over a period of 4 hours ( $n=3$  wells per time point per condition). A figure of a representative experiment is shown. The experiment was repeated with similar results.

Statistical significance was evaluated using a two-tailed Student's  $t$ -test. Data mean  $\pm$  SEM.

**S5**

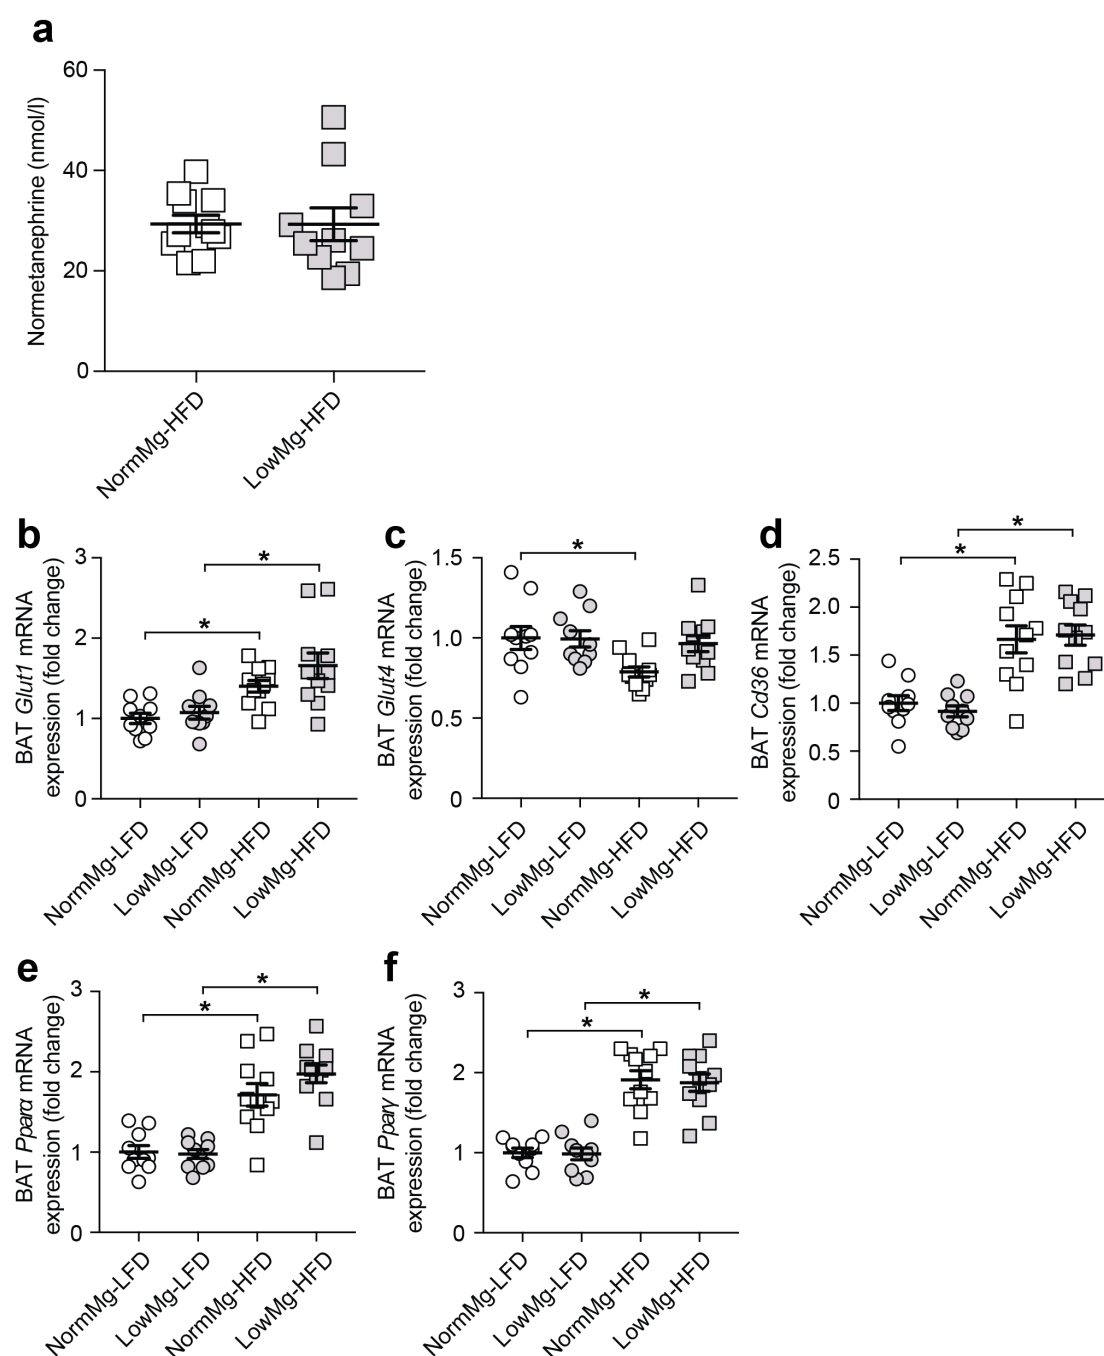

**ESM Fig. 5.** Increased BAT activity of LowMg-HFD mice is not explained by increased glucose transporter expression or increased PPAR-signalling. (a) Non-fasted serum normetanephrine concentrations (n=11 NormMg-HFD, n=10 LowMg-HFD). Gene expression levels in brown adipose tissue (BAT) on genes involved in energy consumption. BAT mRNA expression of (b) *Glut1*, (c) *Glut4*, (d) *Cd36*, (e) *Ppara* and (f) *Pparg*, normalized to *Gapdh* expression, relative to NormalMg-LFD (n=10 mice for both LFD groups, n=11 for both HFD groups).

Symbols: NormalMg-LFD (white circle), LowMg-LFD (light grey circle), NormalMg-HFD (white square), LowMg-HFD (light grey square). Data are mean  $\pm$  SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and Mg<sup>2+</sup> content, either a two-way ANOVA (Tukey's multiple comparison test) or a multiple t-test (Holm-Sidak multiple

comparison test) approach, respectively, was used to determine statistical significance. Significance in normetanephrin levels was assessed using a t-test. \* Indicates  $p < 0.05$ .

*Glut*, Glucose transporter; *Cd36*, Cluster of differentiation; *Ppar*, Peroxisome proliferator-activated; *Gapdh*, Glyceraldehyde 3-phosphate dehydrogenase.

**S6**

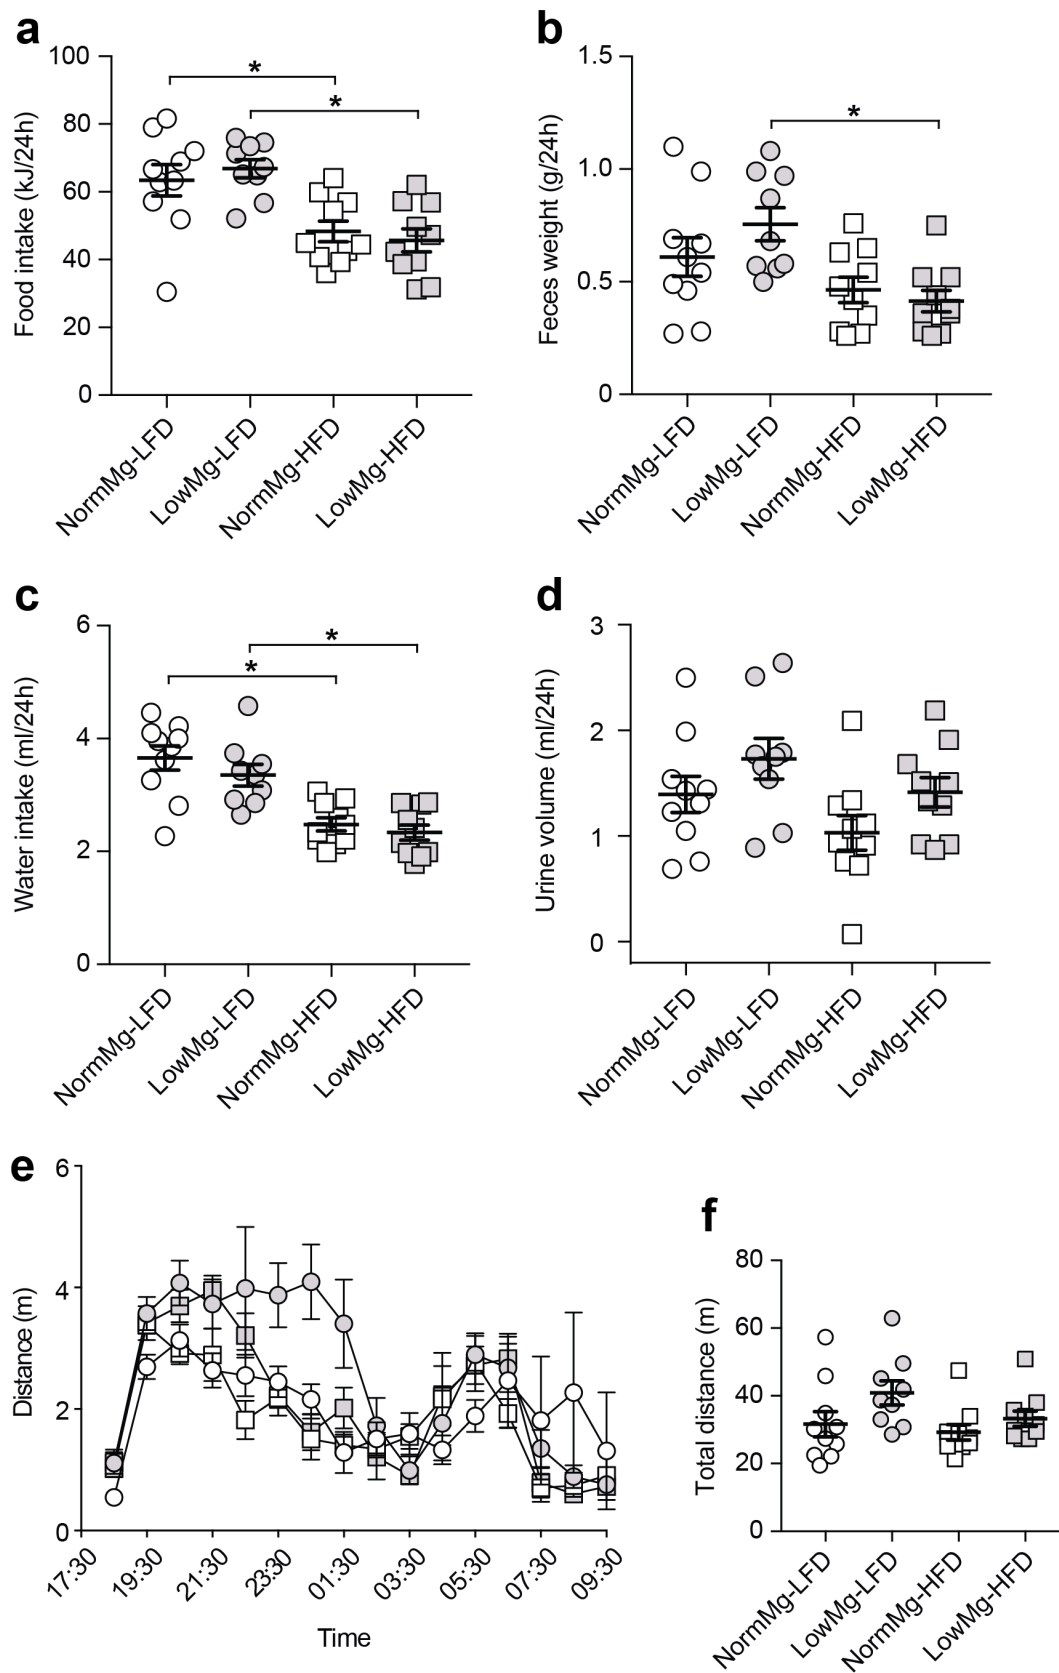

**ESM Fig. 6.** Dietary  $Mg^{2+}$  content does not affect food or water intake after two weeks on the experimental diets. Metabolic cage data from a replication animal study which was performed for a duration of 9 weeks. (a) Food intake, (b) total faeces weight, (c) water intake and (d)

urinary volume (two-way ANOVA for dietary fat and  $Mg^{2+}$  effect  $p<0.05$ ) determined over a period of 24 hours, using metabolic cages, at week 2 ( $n=10$  mice per group,  $n=9$  mice in the LowMg-LFD group). (e) Distance walked by mice, averaged per hour from 18:30 to 09:30, measured after 8 weeks of dietary intervention, (f) from which the total distance walked during this period is calculated (two-way ANOVA for dietary  $Mg^{2+}$  effect  $p<0.05$ ).

Symbols: NormalMg-LFD (white circle), LowMg-LFD (light grey circle), NormalMg-HFD (white square), LowMg-HFD (light grey square). Data are mean  $\pm$  SEM. Depending on the absence or presence of a significant interaction effect between dietary fat and  $Mg^{2+}$  content, either a two-way ANOVA (Tukey's multiple comparison test) or a multiple t-test (Holm-Sidak multiple comparison test) approach, respectively, was used to determine statistical significance. \* Indicates  $p<0.05$ .

**ESM Table 1.** RT-qPCR Primer sequences.

*Acadl*, Acyl-coa dehydrogenase, long chain; *Adrb3*, Beta-3 adrenergic receptor; *Atgl*, Adipose triacylglycerol lipase; *Cact*, Carnitine acyl-carnitine transferase; *Cd36*, Cluster of differentiation; *Cpt1-l*, Carnitine palmitoyltransferase 1 liver type; *Cpt1-m*, Carnitine palmitoyltransferase 1 muscle type; *Cpt2*, Carnitine palmitoyltransferase 2; *Fbp1*, Fructose-1,6-bisphosphatase 1; *G6pase*, Glucose-6-phosphatase; *Gapdh*, Glyceraldehyde 3-phosphate dehydrogenase; *Glut*, Glucose transporter; *Gs*, Glycogen synthase; *Gyk*, Glycerol Kinase; *Hmgcs1*, Hydroxymethylglutaryl-CoA synthase 1; *Hsl*, Hormone-sensitive lipase; *Mgll*, monoacylglycerol lipase; *Pepck1*, Phosphoenoylpyruvate carboxykinase 1; *Pk-lr*, Pyruvate kinase liver and RBC; *Ppar*, Peroxisome proliferator-activated receptor; *Srebp1*, Sterol regulatory element-binding protein; *Ucp1*, Uncoupling protein 1.

| Gene          | Forward primer (5' → 3')  | Reverse primer (5' → 3')   |
|---------------|---------------------------|----------------------------|
| <i>Acadl</i>  | AAACGTCTGGACTCCGGTTC      | ACGTAAGCTTTTGCAATCGGG      |
| <i>Adrb3</i>  | TCCGTCGTCTTCTGTGTAGC      | GCCATCAAACCTGTTGAGCG       |
| <i>Atgl</i>   | GAGGAATGGCCTACTGAACCAAC   | AGGCTGCAATTGATCCTCCTC      |
| <i>Cact</i>   | CGATTCCAGACTGCACCTCC      | CGCGGATCATGACTGCATTG       |
| <i>Cd36</i>   | TGCATGAATTAGAACCGGGC      | TCTCCTCGTGCAGCAGAATC       |
| <i>Cpt1-l</i> | GTGAGCCTGGCCTCGCC         | TGAGTGGTGACCGAGTCTGC       |
| <i>Cpt1-m</i> | CTGGGCTATCTGTGTCCGTC      | GGGACAGGAAGCTTAGGCAG       |
| <i>Cpt2</i>   | GTATCTGCAGCACAGCATCG      | GTTTAGGGATAGGCAGCCTGG      |
| <i>Fbp1</i>   | CCCAGCTGCTGAATTCGCTC      | AGCGATACCATAGAGCTGTGC      |
| <i>G6pase</i> | TTGGACAACGCCCGTATTGG      | GGACTTCCTGGTCCGGTCTC       |
| <i>Gapdh</i>  | TAACATCAAATGGGGTGAGG      | GGTTCACACCCATCACAAAC       |
| <i>Glut1</i>  | GGGTCTTAAGTGCGTCAGGG      | TCACCTTCTTGCTGCTGGG        |
| <i>Glut2</i>  | AGAAGACAAGATCACCGGAACC    | TCACACCGATGTCATAGCCG       |
| <i>Glut4</i>  | CTTATTGCAGCGCCTGAGTC      | GTTCCCCATCGTCAGAGCC        |
| <i>Gs</i>     | TGACTGAGCTCAAACGAAATGATTC | TGCATCAGGGTGTGGATCTG       |
| <i>Gyk</i>    | GTTGTCCCCTCTGGCTCTTC      | AGGCCTGTCTTGGAAGTTGAC      |
| <i>Hmgcs1</i> | TCCCCTTTGGCTCTTTCACC      | TCCCACATCTTTTGGCCAGC       |
| <i>Hsl</i>    | AGGGAGGGCCTCAGCG          | TGTCTTCTGCGAGTGTACC        |
| <i>Mgll</i>   | CGGAACAAGTCGGAGGGTTC      | TGTTTTGTCCTGACTCCGGG       |
| <i>Pepck1</i> | CCTAGTGCCTGTGGGAAGAC      | AGCCCTTAAGTTGCCTTGGG       |
| <i>Pk-lr</i>  | CAGTATGGAAGGGCCAGCAG      | CAGGAAGGTGTCCGCCATAG       |
| <i>Ppar-α</i> | GTGGTGCAATTTGGGCGTATC     | TGAATTCAACTTGGCTCTCC       |
| <i>Ppar-γ</i> | CTGACGGGGTCTCGGTTG        | CAACCATGGTAATTTAGTAAAGGGCC |
| <i>Srebp1</i> | CAGCCACACTTCATCAAGGC      | ACTCACCAGGGTCTGC           |
| <i>Ucp1</i>   | TGGCCTCTTTAACCCCTGCTG     | GATTAGGGGTCGTCCCTTTCC      |

**ESM Table 2.** List of Differentially Regulated GO-Terms from the RNA-SEQ on White Adipose Tissue Between NormalMg-HFD and LowMg-HFD.

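Each of the 62 processes of ESM Table 2 was found in the GO annotation of the gene table, and their mean log2 fold changes had the sign of the table's in 62 of 62 over the paper's 18 samples. Of these, 41 were lower and 21 higher in LowMg-HFD mice. The processes are small, with a median of 3.5 genes and with 3 genes in 31 of them. Over 18 samples 12 of the 62 passed the threshold by camera and 46 by fry, adjusted over all 4027 processes. Both test LowMg-HFD against NormMg-HFD mice, whereas the paper's t test compares the fold changes on the HFD with those on the LFD. Many of the 62 were listed by the paper for the size of their fold change and not for a low p, so these counts do not repeat its test. Over all 19 samples 52 of the processes still had 3 genes past the filter, each with the same sign, and 14 passed by camera and 44 by fry. The process translational initiation had a mean log2 fold change of -0.26 (75 genes, in limma adjusted p = 0.00137 by camera and 0.038 by fry) over 18 samples; the paper's reported value is -0.26. Antigen processing and presentation of exogenous peptide antigen via MHC class II had -0.43 (23 genes, adjusted p = 0.00153 by camera and 0.0175 by fry).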

A negative log<sub>2</sub> fold change indicates a higher expression in the NormalMg-HFD group compared to the LowMg-HFD.

| <b>GO-Term; 20 lowest <i>p</i>-values</b>                                                        | <b>Corrected <i>p</i>-value</b> | <b>Log<sub>2</sub> Fold change</b> |
|--------------------------------------------------------------------------------------------------|---------------------------------|------------------------------------|
| Translational initiation                                                                         | 3.5E-06                         | -0.26                              |
| Protein transport                                                                                | 6.5E-06                         | -0.12                              |
| SRP-dependent cotranslational protein targeting to membrane                                      | 9.2E-06                         | -0.30                              |
| Intracellular protein transport                                                                  | 1.1E-05                         | -0.15                              |
| RRNA processing                                                                                  | 1.4E-05                         | -0.21                              |
| Viral transcription                                                                              | 7.1E-05                         | -0.31                              |
| Cell division                                                                                    | 7.7E-05                         | -0.15                              |
| Cytoplasmic translation                                                                          | 7.7E-05                         | -0.21                              |
| Nuclear-transcribed mRNA catabolic process, nonsense-mediated decay                              | 7.7E-05                         | -0.24                              |
| Cell proliferation                                                                               | 8.2E-05                         | -0.17                              |
| Innate immune response                                                                           | 5.9E-04                         | -0.25                              |
| Inflammatory response                                                                            | 9.1E-04                         | -0.28                              |
| Antigen processing and presentation of exogenous peptide antigen via MHC class II                | 9.1E-04                         | -0.43                              |
| Adaptive immune response                                                                         | 1.9E-03                         | -0.45                              |
| Formation of translation preinitiation complex                                                   | 2.8E-03                         | -0.15                              |
| Positive regulation of I-kappaB kinase/NF-kappaB signalling                                      | 3.7E-03                         | -0.19                              |
| Translation                                                                                      | 5.7E-03                         | -0.11                              |
| Cell redox homeostasis                                                                           | 6.3E-03                         | -0.16                              |
| Fc-gamma receptor signalling pathway involved in phagocytosis                                    | 7.9E-03                         | -0.34                              |
| Phagolysosome assembly                                                                           | 7.9E-03                         | -0.76                              |
| <b>GO-Term; 20 highest fold change (decreased in NormalMg-HFD compared to LowMg-HFD)</b>         | <b>Corrected <i>p</i>-value</b> | <b>Log<sub>2</sub> Fold change</b> |
| Positive regulation of cholesterol esterification                                                | 0.57                            | 1.00                               |
| Positive regulation of heat generation                                                           | 0.55                            | 0.68                               |
| Negative regulation of neurotrophin TRK receptor signalling pathway                              | 0.74                            | 0.67                               |
| Positive regulation of double-strand break repair                                                | 0.74                            | 0.67                               |
| L-glutamate import                                                                               | 0.62                            | 0.65                               |
| Positive regulation of renal sodium excretion                                                    | 0.65                            | 0.63                               |
| Drug metabolic process                                                                           | 0.40                            | 0.62                               |
| DNA dealkylation involved in DNA repair                                                          | 0.76                            | 0.61                               |
| Angiotensin mediated vasoconstriction involved in regulation of systemic arterial blood pressure | 0.76                            | 0.61                               |
| Desmosome assembly                                                                               | 0.36                            | 0.61                               |
| Regulation of cysteine-type endopeptidase activity involved in apoptotic process                 | 0.77                            | 0.61                               |
| Amine metabolic process                                                                          | 0.71                            | 0.60                               |
| Positive regulation of dopamine metabolic process                                                | 0.66                            | 0.57                               |
| Adenylate cyclase-activating adrenergic receptor signalling pathway                              | 0.73                            | 0.57                               |
| Negative regulation of dopamine secretion                                                        | 0.68                            | 0.55                               |
| Regulation of cardiac conduction                                                                 | 0.59                            | 0.55                               |
| Response to ozone                                                                                | 0.83                            | 0.55                               |
| Leucine catabolic process                                                                        | 0.38                            | 0.54                               |

|                                                                                         |                                     |                                        |
|-----------------------------------------------------------------------------------------|-------------------------------------|----------------------------------------|
| Angiotensin-activated signalling pathway                                                | 0.80                                | 0.52                                   |
| Positive regulation of heart rate                                                       | 0.55                                | 0.52                                   |
| Regulation of fat cell differentiation                                                  | 0.37                                | 0.52                                   |
| <b>GO-Term; 20 lowest fold change (increased in NormalMg-HFD compared to LowMg-HFD)</b> | <b>Corrected<br/><i>p</i>-value</b> | <b>Log<sub>2</sub> Fold<br/>change</b> |
| Positive regulation of T cell differentiation in thymus                                 | 0.51                                | -1.11                                  |
| Negative regulation of B cell receptor signalling pathway                               | 0.21                                | -1.09                                  |
| Positive regulation of type III hypersensitivity                                        | 0.05                                | -1.07                                  |
| Cell activation                                                                         | 0.70                                | -1.06                                  |
| Mast cell degranulation                                                                 | 0.49                                | -1.06                                  |
| Antigen processing and presentation of exogenous peptide antigen via MHC class I        | 0.11                                | -1.02                                  |
| Positive regulation of type I hypersensitivity                                          | 0.16                                | -1.02                                  |
| Sphingosine metabolic process                                                           | 0.67                                | -1.02                                  |
| Positive regulation of CD4-positive, alpha-beta T cell differentiation                  | 0.24                                | -0.99                                  |
| Positive regulation of type IIa hypersensitivity                                        | 0.26                                | -0.95                                  |
| Toll-like receptor 7 signalling pathway                                                 | 0.32                                | -0.94                                  |
| Negative regulation of cell proliferation involved in contact inhibition                | 0.48                                | -0.92                                  |
| Positive regulation of neutrophil chemotaxis                                            | 0.11                                | -0.86                                  |
| Negative regulation of trophoblast cell migration                                       | 0.78                                | -0.84                                  |
| Cellular extravasation                                                                  | 0.49                                | -0.82                                  |
| Relaxation of cardiac muscle                                                            | 0.46                                | -0.82                                  |
| Leukocyte migration involved in inflammatory response                                   | 0.37                                | -0.80                                  |
| Branching involved in prostate gland morphogenesis                                      | 0.50                                | -0.80                                  |
| Negative regulation of mast cell degranulation                                          | 0.37                                | -0.79                                  |
| Negative regulation of T cell mediated cytotoxicity                                     | 0.62                                | -0.79                                  |
| Activated T cell proliferation                                                          | 0.27                                | -0.79                                  |

How the deposited data were processed for this re-analysis (not part of the article)

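RNA from eWAT of mice fed NormMg-LFD (n = 4), LowMg-LFD (n = 5), NormMg-HFD (n = 5) or LowMg-HFD (n = 5) for 17 weeks was sequenced, 1 library per mouse. The authors mapped the reads, obtained the FPKM of each gene with RSEM v1.2.31 and deposited them as 1 table of 24238 genes. The read numbers of each mouse, 12986441 to 13027028, and the percent of reads mapped, 86.12% to 90.41%, were deposited by the authors beside it, as summaries of their mapping. Of the genes, 1 was left out for a cell that is not a number, 24237 were used, and 26 symbols that a spreadsheet had turned into dates were restored from the gene identifiers. The deposited values are FPKM and not counts, so that tests on read counts were not run, and the precision of a single value was taken from the spread between mice. Mice were grouped by their labels alone.

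A value of 1 was added to each FPKM and log2 was taken. Genes with a mean FPKM over 8 in a group, and over 8 in at least 4 mice of it, were tested (8336 genes over 19 samples). The 4 groups were fitted in limma 3.58.1 (R 4.3.3) with an intensity trend, and 5 contrasts were read from the fit: Mg2+ on each diet, fat on each Mg2+ level, and their interaction. P values are moderated by limma, two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Since the paper reports 4 LowMg-HFD mice, each value was also computed without LowMg-HFD replicate 4 on the 8808 genes with log2(FPKM + 1) over 3, a setting chosen after the data were seen, because it meets the fold changes of ESM Table 2.

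A list of genes was read as the mean log2(FPKM + 1) of its genes in each mouse. The 5 lists shown in Fig. 4f, Fig. 4g, ESM Fig. 3g and ESM Fig. 3h were compared between Mg2+ levels by exact two-sided permutation tests, adjusted over 10 tests. A further 16 lists were written from general knowledge: MHC class II presentation, macrophage, inflammatory response, lymphocyte, proliferation, adipocyte, exocrine pancreas, epididymis, thermogenic, sterol outside ESM Fig. 3h, fatty acid synthesis, branched-chain amino acid catabolism, fatty acyl-CoA dehydrogenase, magnesium transporter, ribosomal protein and translation initiation genes. These were adjusted over 30 tests, since the epididymis list has no gene past the filter. A list of testis genes was added after their values were seen, and a list of endothelial genes after the table was seen. Differences between the fat levels in a list were tested by limma's fry, a rotation test. GO processes of at least 3 tested genes were tested by camera with a correlation of 0.01, with fry beside it. Principal components were computed on centred values, and their scores compared by exact permutation tests.

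Genes named are those shown in Fig. 4f, Fig. 4g, ESM Fig. 3g and ESM Fig. 3h, those that the paper measured in eWAT by quantitative PCR, those of the lists, and the 5 largest rises and falls among genes past the threshold whose groups do not overlap. Some genes that this rule names are not reported. The pancreas rule set beforehand looked for a mouse whose median FPKM over the pancreas list was over 10 times that of every other mouse of its group. Because most medians are 0 it names 4 mice, and leaving out a LowMg-HFD mouse by this rule leaves out replicate 1.

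The pipeline was tested on simulated data with 200 changed genes: 39.25%, 87.5% and 98.43% of tested genes changed by a log2 of 0.5, 1 and 2 were called. In simulated lists of 15 genes, each gene was drawn independently of the others. The unadjusted p of the exact test was under 0.05 in 4% of 200 unchanged lists and in 98.5% of lists shifted by 0.3. Genes of a real list can vary together, and its p was adjusted, so these shares need not hold for it. Alternatives tried were a pseudocount of 0.1, a filter of FPKM 1 or none, median centring, quantile normalization, leaving out each mouse in turn, only the groups compared, no intensity trend, the median over genes, lists without predicted genes and Ackr4, and genes scaled to unit variance. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). The quantitative PCR, physiology and cell culture experiments were not analysed here.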

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

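Of the tests in this part, those on pancreatic and epididymis transcripts were chosen only after the result was seen, and those on spermatogenesis genes and on other splits of the mice before. Single mice far from the others of their group were looked for in 248 groups of values by Dixon's criterion at 5%. They were found in 21 (8.47%), where chance gives about 12, so that most of these single values can be chance.

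LowMg-HFD replicate 4 holds transcripts typical of testis: its mean over the testis list was 6.909, against at most 1.462 in the other LowMg-HFD mice, and the median FPKM of these genes was 150.9. The paper does not report these genes. Pancreatic tissue is argued against, since apart from Cela1 the highest pancreas gene reached 6.33 FPKM. Epididymis tissue is argued against as the source, since the epididymis list was at 0.604, itself far from the other LowMg-HFD mice but low beside the testis list, with a median of 0 FPKM and 1 gene over 10 FPKM. Among 652 genes raised in this mouse outside the testis list, 7.209% carry the term spermatogenesis, against 1.659% of 7594 other genes (Fisher's exact two-sided test over genes, p = 1.51e-14). A candidate explanation is therefore testis tissue or male germ cells in the sample. The testis list was also raised in NormMg-LFD replicates 4 and 5 (median FPKM 14.67 and 22.33). It was raised less far in LowMg-LFD replicates 1 and 2 (median FPKM 6.01 and 3.27), against 0.45 to 0.64 in LowMg-LFD replicates 3 to 5. LowMg-HFD replicate 4 also stood apart on PC2 (-24.704), in positive regulation of fatty acid β-oxidation (5.52) and in Etfa (7.383), for which no biological explanation was tested.

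NormMg-LFD replicate 3 holds pancreatic transcripts: its mean over the pancreas list was 5.734, against at most 0.421 in the other mice of the group, with a median FPKM of 90.57 and 19 genes over 10 FPKM. Pancreatic tissue in this sample is a candidate explanation. LowMg-LFD replicate 4 stood apart on the epididymis list (2.74, against at most 0.071), with 11 of 11 genes above every other mouse of the group and 4 over 10 FPKM, so that epididymis tissue may be in that sample. No biological explanation was tested for either.

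Other mice apart from their group were LowMg-LFD replicate 1 on PC1 (-35.514), NormMg-HFD replicate 3 on MHC class II presentation (8.558) and on the testis list (1.085), NormMg-HFD replicate 2 on lymphocyte markers (10.079, a single gene past the filter), and LowMg-HFD replicate 2 on fatty acyl-CoA dehydrogenases (7.231). NormMg-LFD replicate 4 was high in the cholesterol list (5.048), in sterol genes outside ESM Fig. 3h (4.848), in translation initiation factors (5.423) and in Fdft1 (4.697), and low in Pnpla2 (9.548), Lipe (9.257) and Pck1 (7.685). Low values were also seen for Mgll in LowMg-LFD replicate 4 (8.328) and for Cpt1a in LowMg-LFD replicate 3 (4.446). No explanation was tested for these mice.

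On PC1 the shift by Mg2+ on the HFD minus that on the LFD was -29.355, with a permutation test that cannot by itself show that the effects differ. By fry, the effect of Mg2+ differed between the fat levels in macrophage markers (-1.6344), inflammatory response genes (-1.0859) and endothelial markers (0.3123, adjusted p = 0.00882, a list added after the table was seen). By limma it differed in 104 genes. Other splits of the mice rarely gave as many: 2 of 100 drawn splits, the real one included, though the other reached 628 genes, and the count was 0, for example, without LowMg-HFD replicate 3 (1445 genes at an unadjusted p under 0.05). The number of genes is therefore not stable. An effect of the fat content of the diet on the response to Mg2+, which the design names, remains open.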

How the results depend on the processing

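No test in this part was chosen to explain a result; settings chosen only after the values were seen are the 18 samples with log2(FPKM + 1) over 3, every setting for GO processes and for interactions of lists, and the pancreas rule with a minimum of 1 FPKM. Apart from leaving out single mice, 118 tests that answer a comparison kept their direction and side of the threshold under settings fixed earlier, while 7 reversed, 10 passed newly and 5 no longer passed. For settings added later, 26 kept both and 4 passed newly. Counts of genes, processes or mice stayed within 1.5 times in 33 and 8 cases, rose further in 4 and 1 and fell further in 8 and 2, and of the shares of variance 6 and 2 stayed within their spread and 4 moved under settings fixed earlier. Among other single genes and lists, 537 and 58 kept both, 12 and 4 passed newly, 61 and 3 no longer passed, and 13 and 1 reversed. The cause was not tested. Tests on expected counts in edgeR and DESeq2 were not run, since the table holds none.

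The number of genes with an interaction of Mg2+ and fat was least stable: 24 with a pseudocount of 0.1, 48 over 1 FPKM, 2 without a filter (Tbca and Itpa-ps2, named after their values were seen; 2841 at an unadjusted p under 0.05), 67 without trend, 35 over the paper's 18 samples, 442 without LowMg-HFD replicate 1, 245 with median centring and 347 with quantile normalization. It ranged from 0 (1573 at an unadjusted p under 0.05, without NormMg-LFD replicate 2) to 476 (without LowMg-HFD replicate 2) across 19 fits that each left out 1 mouse. Genes changed by fat in LowMg mice numbered 725 with only the groups compared, 866 without LowMg-HFD replicate 1 by the pancreas rule, and 807 (without LowMg-HFD replicate 2) to 1470 (without replicate 4) when 1 mouse was left out. The count between the HFD groups ranged from 945 (without NormMg-HFD replicate 3) to 1620 and that of GO processes from 19 (without NormMg-HFD replicate 3) to 42; fry gave 751 processes. Between the LFD groups 1 gene passed without a filter, Itpa-ps2, named after its value was seen (1192 at an unadjusted p under 0.05). The pancreas rule named 1 mouse by the mean of log2 values and 1 with the minimum of 1 FPKM, in place of 4.

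PC1 held 37.77% and PC2 15.28% of the variance with genes over 1 FPKM, and 33.46% and 11.14% with scaled genes. The PC1 shift on the LFD turned to 0.202 over 1 FPKM and ranged from -3.828 to 0.938 (without LowMg-LFD replicate 1).

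On the HFD, the exact test of the triacylglycerol list passed with median centring (0.2478), quantile normalization (0.2658) and without predicted genes (0.1892), and fry passed (0.1897). Glycolysis passed without predicted genes (-0.1297). Positive regulation of β-oxidation passed over the paper's 18 samples (0.5036), and under fry and camera (0.396). The acyl-CoA dehydrogenase list did not pass with the median over genes (0.2698) or without LowMg-HFD replicate 1 (0.2268), and the cholesterol list did not in the same settings (-0.4262 and -0.3162). On the LFD the acyl-CoA dehydrogenase list passed under camera (0.0999). Interactions passed for triacylglycerol with quantile normalization (0.2273) and over the paper's 18 samples (0.1333), and there for positive regulation (0.5251).

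Leaving out 1 mouse on the HFD gave shifts from 0.1851 to 0.2513 (acyl-CoA dehydrogenase, not passing in 9 of 10 fits), -0.3916 to -0.311 (cholesterol, 9 of 10), 0.3348 to 0.5036 (positive regulation), -1.845 to -1.3299 (macrophage), -1.1706 to -0.9238 (inflammatory response) and -0.8539 to -0.6064 (MHC class II). The acyl-CoA dehydrogenase and cholesterol levels of the HFD groups did not overlap over 19 samples, and so overlapped in none of these fits. With 4 mice against 5 the smallest exact p is 0.00794 before adjustment over 10 tests. Calls of these 2 lists can therefore be lost by the coarse steps of the test, without any loss of separation. Interactions ranged from 0.1148 to 0.1713 (triacylglycerol), 0.3562 to 0.5261 (positive regulation) and -0.46 to -0.2479 (cholesterol).

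On the LFD, directions turned for glycolysis with median centring (0.0461), quantile normalization (0.0056), the median over genes (0.1248) and without predicted genes (0.0019), and for positive regulation (0.0437 and 0.021), translation initiation factors (0.0523 and 0.0361), endothelial (0.0147, median centring), adipocyte (-0.0021, quantile normalization) and sterol genes outside ESM Fig. 3h (-0.0109, median over genes). Leaving out 1 mouse gave -0.0886 to 0.0215 (glycolysis), -0.1301 to 0.0398 (positive regulation), -0.0985 to 0.1136 (cholesterol), -0.1047 to 0.1447 (inflammatory response), -0.0461 to 0.2026 (macrophage), -0.1626 to 0.0478 (MHC class II), -0.1751 to 0.1899 (sterol), -0.032 to 0.0174 (translation initiation) and -1.0687 to 0.1614 (pancreas, the last without NormMg-LFD replicate 3). On the HFD, lymphocyte (0.0321) and thermogenic genes (0.122) turned over 1 FPKM, fatty acyl-CoA dehydrogenases with the median over genes (-0.0553), and both of the former without NormMg-HFD replicate 2 (-0.2954 to 0.1031 and -0.4074 to 0.0698). Cpt2 turned with median centring (0.0542), quantile normalization (0.0536), the paper's 18 samples (0.0124) and without LowMg-HFD replicate 1 (0.061), from -0.1014 to 0.061 when 1 mouse was left out, and Slc25a20 with median centring (0.0064) and quantile normalization (0.0202).

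Samples of different groups share replicate numbers. Their values, less the group means, correlated between -0.183 and 0.339 for the same number, so the numbers were not taken as pairs. With the number as a term (replicate block), 0 genes had an interaction (1576 at an unadjusted p under 0.05), and fry gave -0.3464 for cholesterol (adjusted p = 0.0504; range 0.0265 to 0.111), 0.396 for positive regulation (0.00806; range to 0.127) and 0.1897 for triacylglycerol (0.00401; range 0.0013 to 0.814).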

Differences from the paper's values

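The values that the paper states for the gene number, the read number, the share of variance of PC1 and PC2 and the fold changes of GO terms differed from the values over all 19 samples by no more than the spread between mice or a factor of 1.5 (0 of the 52 terms found differed). Over the paper's 18 samples, a setting chosen after seeing the values, the largest gap over 62 terms was 0.0072.

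The paper leaves out a LowMg-HFD sample for pancreatic tissue. The mouse whose absence meets the paper's values, LowMg-HFD replicate 4, had a median of 0 FPKM over the pancreas list, while NormMg-LFD replicate 3, which the paper keeps, had 90.57.

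In quantitative PCR the paper finds Mgll, Cpt2 and Cact (Slc25a20) higher in LowMg-HFD than in NormMg-HFD mice. That method used more mice of each HFD group, values relative to Gapdh and a test for each gene. Because sequencing p values were adjusted over all genes tested, a gene that does not pass does not by itself contradict the paper. In the sequencing, by limma, Mgll had a log2 fold change of 0.18 over 18 samples (adjusted p = 0.3; range 0.0922 to 0.651) and 0.13 over 19. Cpt2 had 0.0124 (adjusted p = 0.961) over 18 samples and -0.004 over 19, turning to 0.0542 with median centring, and Slc25a20 had -0.10 (adjusted p = 0.558) and -0.0517, turning to 0.0064 with median centring. None of the alternatives set before the data were examined put these genes past the threshold (lowest adjusted p 0.0922, 0.633 and 0.554).

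From quantitative PCR, the paper's text reports β oxidation genes as higher in LowMg-HFD than in NormMg-HFD mice, citing panels that include Cpt1a (Cpt1-l). The differences in mice, reference gene and adjustment given for Mgll hold here too. Read by eye, the figure marks no significant difference between the HFD groups for Cpt1a. Its limma log2 fold change was -0.33 over 19 samples (adjusted p = 0.0469), and it passed in 5 of 20 alternatives; over 18 samples it was -0.29 and did not pass (adjusted p = 0.104; range 0.0166 to 0.131).

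The paper reports several key lipolysis genes as higher in LowMg-HFD mice. The mean of the list shown did not pass the exact test over 18 samples (0.18, adjusted p = 0.0595; range 0.0013 to 0.814) or over 19 (adjusted p = 0.0529). It passed with median centring (0.2478), with quantile normalization (0.2658) and without predicted genes (0.1892), each with an exact adjusted p of 0.0265, and under fry. The paper sees no clear effect on glycolysis. The list fell by 0.13 without predicted genes (exact adjusted p = 0.0397), the 1 of 21 alternatives in which it passed.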

Other observations

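Of the tests in this part, those on the lipolysis genes against adipocyte markers, on lists matched on the change by the HFD, on the list without branched-chain genes, on sterol genes outside the figure and on other splits of the LFD mice were chosen only after the result was seen. The HFD changed 3380 genes in NormMg mice (2190 higher, 1190 lower) and 1495 in LowMg mice (1185 higher, 310 lower) over 18 samples. Over 19 samples it changed 3114 (2048 higher, 1066 lower) and 1329 (1036 higher, 293 lower), and 3108 and 1162 genes were called both ways. The second count was 725 with only the groups compared and 807 without LowMg-HFD replicate 2. With median centring 49.87% and 47.24% of these calls were lower, against 34.23% and 22.05% with FPKM as deposited.

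Splits of the same mice into groups of the same sizes were drawn 100 times, the real one included. As many genes as between LowMg-HFD and NormMg-HFD were found in 1 of 100 (highest other 772), and in 1 of 100 over 18 samples (highest other 1224). For fat in NormMg mice it was 1 of 100 (highest other 2158), for fat in LowMg mice 1 of 100 (highest other 293) and for GO processes 2 of 100. Between the LFD groups 100 of 100 gave at least 0 genes (547 at an unadjusted p under 0.05), which says nothing about that comparison.

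Lower genes outnumber higher genes in LowMg-HFD mice. With median centring 56.68% of calls were lower, so that scaling of FPKM by a few abundant genes may account for part of the excess, and a change in expression and an effect of scaling cannot be told apart without a measure outside the table.

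Several explanations of the higher lipolysis genes were tested over 19 samples. A lower share of macrophage RNA by itself would raise adipocyte and endothelial markers alike, but adipocyte markers rose further, by 0.2372 (SD 0.0611 in LowMg-HFD and 0.1736 in NormMg-HFD mice; exact two-sided permutation p = 0.0397, adjusted over 4 tests 0.0529; 2 of 5 mice above every NormMg-HFD mouse). This argues against it as the whole cause, by a margin that did not pass the threshold. Pnpla2, Lipe and Plin1 rose no further than adipocyte markers beyond the spread (0.0845, exact two-sided permutation p = 0.143, adjusted 0.143). Lists of genes with the same change by the HFD were drawn 10000 times, over 20 divisions of the NormMg-HFD mice in which some mice gave the change to match on and the others the shift. Of these, 32.54% rose as far as the triacylglycerol list (6.8% to 64.6% over the divisions), with a mean of their medians of 0.1545. A rise of adipocyte transcripts in general, or a partial return of the change made by the HFD, therefore stays a candidate explanation beside a change in lipolysis itself.

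The acyl-CoA dehydrogenase list without its branched-chain amino acid genes still rose, by 0.175, in 5 of 5 mice (exact two-sided permutation, adjusted p = 0.0317), which argues against these genes as the whole of it. Sterol genes outside ESM Fig. 3h fell as well, -0.4814 in 4 of 5 mice (exact two-sided permutation, adjusted over these 4 tests 0.0317; adjusted over the 30 tests of the lists, 0.0529), which argues against a fall limited to the genes shown. Of the matched lists, 7.19% rose as far as the whole acyl-CoA dehydrogenase list (0% to 37.4% over the divisions), 5.49% as far as that without branched-chain genes (0% to 29.4%) and 26.59% as far as positive regulation of β-oxidation (4% to 69.2%). For cholesterol 3.64% fell as far (0% to 21.2%) and for glycolysis 19.7% (0% to 66.4%), so that for these lists the outcome depends on which mice are divided. For adipocyte markers 0.16% rose as far, and for macrophage markers 0.3% fell as far.

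For the other lists, LowMg-HFD minus NormMg-HFD was taken over 18 and then 19 samples, with exact two-sided permutation tests adjusted over 30 tests. It was 0.54 and 0.50 for adipocyte markers (4 of 4 and 5 of 5 mice above every NormMg-HFD mouse; adjusted p = 0.0433 and 0.0298) and 0.37 and 0.35 for branched-chain amino acid catabolism (4 of 4 and 5 of 5 above; 0.0298 both times). It was -1.22 and -1.14 for proliferation (4 of 4 and 5 of 5 below; 0.0298 both times) and -0.26 and -0.27 for ribosomal proteins (4 of 4 and 5 of 5 below; 0.0433 and 0.0298). Fatty acyl-CoA dehydrogenases rose by 0.13 and 0.12 (4 of 4 and 5 of 5 above; 0.0433 and 0.0298), a direction that turned with the median over genes, to -0.0553. Under fry this list did not pass on the HFD (adjusted p = 0.216 and 0.208). On the LFD it rose by 0.22 in 4 of 5 mice (exact adjusted p = 0.0595 and 0.0714; fry, 0.024 and 0.0203), and the difference between the fat levels was -0.09 and -0.10 (fry, adjusted p = 0.578 and 0.437), so that the rise is not shown to be specific to the HFD. The difference between the fat levels in proliferation markers was -1.04 over 18 samples (fry, adjusted p = 0.0326) and -0.98 over 19, where it did not pass (fry, adjusted p = 0.0819).

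Lists that passed the exact test over 18 samples alone were sterol genes outside ESM Fig. 3h, with -0.56 and -0.48 (4 of 4 and 4 of 5 below; 0.0298 and 0.0529), translation initiation factors, with -0.09 and -0.07 (4 of 4 and 4 of 5 below; 0.0298 and 0.0992), and magnesium transporters, with -0.14 and -0.06 (4 of 4 and 1 of 5 below; 0.0298 and 0.378). Under fry over 18 samples the sterol genes (adjusted p = 0.115) and magnesium transporters (0.402) did not pass, and the translation initiation factors did (0.024). Over these lists' alternatives the adjusted p lay between 0.0298 and 0.202, between 0.0159 and 1.0, and between 0.0298 and 0.979. Fatty acid synthesis genes did not pass (0.26 and 0.27; 0.221 and 0.128). Of some lists hardly any gene was past the filter, so that their values say little about the lists: 1 lymphocyte gene (-0.29 and -0.18; 0.683 and 0.806), 2 and 1 thermogenic genes (-0.24 and -0.19; 0.464 and 0.774) and 1 pancreas gene, Cela1 (-0.36 and -0.32; 0.298 and 0.365), none of which passed. The lymphocyte and thermogenic values turned to 0.0321 and 0.122 with genes over 1 FPKM tested and to 0.1031 and 0.0698 without NormMg-HFD replicate 2. Endothelial markers rose by 0.29 and 0.26 (3 of 4 and 3 of 5 above; exact adjusted p = 0.0476 both times).

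Other genes that the paper measured by quantitative PCR in eWAT had, by limma over 18 and 19 samples, log2 fold changes of 1.62 and 1.45 (Adrb3, adjusted p = 0.00485 and 0.00439, range 0.0012 to 0.0223), 0.58 and 0.50 (Srebf1, adjusted p = 0.00412 and 0.00516, range 0.00243 to 0.0201), 2.04 and 1.62 (Pck1, adjusted p = 0.00677 and 0.0255, range 0.0067 to 0.08) and 0.47 and 0.47 (Pparg, adjusted p = 0.0867 and 0.0621, range 0.0257 to 0.17).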
